# Changes in gene expression during the development of mammary tumors in MMTV-*Wnt-1 *transgenic mice

**DOI:** 10.1186/gb-2005-6-10-r84

**Published:** 2005-09-30

**Authors:** Shixia Huang, Yi Li, Yidong Chen, Katrina Podsypanina, Mario Chamorro, Adam B Olshen, Kartiki V Desai, Anne Tann, David Petersen, Jeffrey E Green, Harold E Varmus

## Abstract

**Background:**

In human breast cancer normal mammary cells typically develop into hyperplasia, ductal carcinoma *in situ*, invasive cancer, and metastasis. The changes in gene expression associated with this stepwise progression are unclear. Mice transgenic for mouse mammary tumor virus (MMTV)-*Wnt-1 *exhibit discrete steps of mammary tumorigenesis, including hyperplasia, invasive ductal carcinoma, and distant metastasis. These mice might therefore be useful models for discovering changes in gene expression during cancer development.

**Results:**

We used cDNA microarrays to determine the expression profiles of five normal mammary glands, seven hyperplastic mammary glands and 23 mammary tumors from MMTV-*Wnt-1 *transgenic mice, and 12 mammary tumors from MMTV-*Neu *transgenic mice. Adipose tissues were used to control for fat cells in the vicinity of the mammary glands. In these analyses, we found that the progression of normal virgin mammary glands to hyperplastic tissues and to mammary tumors is accompanied by differences in the expression of several hundred genes at each step. Some of these differences appear to be unique to the effects of Wnt signaling; others seem to be common to tumors induced by both *Neu *and *Wnt-1 *oncogenes.

**Conclusion:**

We described gene-expression patterns associated with breast-cancer development in mice, and identified genes that may be significant targets for oncogenic events. The expression data developed provide a resource for illuminating the molecular mechanisms involved in breast cancer development, especially through the identification of genes that are critical in cancer initiation and progression.

## Abstract 2

cDNA microarray-derived expression profiles of MMTV-*Wnt-1* and MMTV-*Neu* transgenic mice reveal several hundred genes to be differentially expressed at each stage of breast tumor development.

## Background

Gene expression arrays are being widely used to improve the classification of human cancers and to improve our understanding of the molecular changes associated with carcinogenesis [1,2]. However, their use in defining expression patterns in tumor evolution and in correlating genotypes with phenotypes has been limited because of the poor availability of tissues at different stages in cancer development and because of the great diversity of genetic backgrounds among individuals [3-5]. Mouse models of cancer have advantages for exploring the use of this method: a partially defined neoplastic genotype, relatively uniform genetic background, and ample sources of tissue samples from different stages in mammary tumor evolution. Some features of expression profiles identified in mouse mammary tumors are shared by patterns seen in RNA from human tumors [6]. By comparing expression patterns of mammary tumors in six different transgenic mouse models, Desai and coworkers [7] have shown that the initiating pathway determines a distinctive expression phenotype in tumors. In addition, using proteins as markers of cell phenotypes, we showed that initiating oncogenes determine the developmental status of mammary tumor cells [8].

Members of the *Wnt *gene family were discovered as proto-oncogenes that are frequently activated in mammary tumors arising in mice infected with mouse mammary tumor virus (MMTV) [9,10]. *Wnt *genes encode extracellular matrix binding proteins that control many developmental processes, including cell fate specification and stem cell renewal; they are also involved in mammary morphogenesis and progenitor cell renewal [11,12]. Made as secreted glycoproteins, Wnt proteins exert their biologic effects by binding to at least two membrane receptors, namely the frizzled and low-density lipoprotein receptor related proteins. As a result of signaling via the 'canonical' pathway, β-catenin is stabilized, translocates to the nucleus, and transactivates different sets of genes depending on the cellular context [13].

Mice expressing *Wnt-1 *under the control of the enhancer elements in the MMTV long terminal repeat develop extensive hyperplasias of the mammary glands at prepubertal ages, mammary tumors at a median age of 6 months, and sometimes pulmonary metastases ([14]; Podsypanina K, unpublished observations). Tumors in these MMTV-*Wnt-1 *transgenic mice appear to arise from progenitor cells in the mammary gland, because many cells in both hyperplastic and neoplastic lesions express putative progenitor cell markers (such as Sca-1 and keratin-6) and efflux fluorescent Hoechst 33342 dye - a property that has been associated with stem cells in the hematopoietic system [8,15]. The resulting tumors also contain tumor cells with myoepithelial as well as epithelial markers, implying that they arise from a progenitor cell that gives rise to both lineages [8,15]. Because at least some human breast cancers are also thought to arise from progenitor cells [16], it is important to define better the molecular events that lead to tumor formation in this line of mice.

Here we report the expression profiles at different steps of tumor evolution in the MMTV-*Wnt-1 *transgenic model, and we compare these profiles with those in the MMTV-*Neu *transgenic model. We addressed the following questions. Can we follow progression in MMTV-*Wnt-1 *transgenic mice from hyperplasia to primary tumor? Are differences apparent between tumors induced by different transgenic oncogenes? Can we distinguish tumors with additional genetic alterations in MMTV-*Wnt-1 *transgenic mice from those without other known genetic alterations?

## Results and discussion

### Mammary tumors in MMTV-*Wnt-1 *transgenic mice have an expression profile distinct from that seen in mammary tumors induced by MMTV-*Neu*

Comparison of expression profiles of tumors from several transgenic models has led to the identification of expression signatures for different oncogenic pathways [7]. 

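RNA from 23 mammary tumors of MMTV-Wnt-1 transgenic mice aged 9 to 56 weeks, and from 12 mammary tumors of MMTV-Neu transgenic mice aged 32 to 60 weeks, was hybridized to spotted mouse cDNA arrays of 15360 clones (the 15k arrays). Sample RNA was labeled with Cy5 and a common reference RNA, pooled from several mouse organs and the lactating mammary gland, with Cy3. The authors scanned and normalized the arrays and left out genes of low spot quality. The values used here are their normalized log2 ratios of sample to reference, and every clone was tested, since spot quality was not analysed here. Array medians lay between -0.144 and 0.0431 over the 65 arrays of this type, and the median SD of the log2 ratios was 0.934 in the Wnt-1-induced and 1.02 in the Neu-induced tumors. A single gene symbol was carried by 11860 clones, for 7766 genes. Genes were matched by symbol, because the clone numbers of the paper are not in the probe tables. Groups were compared with limma, with Benjamini-Hochberg adjusted p under 0.05. They were also compared with a permutation test of the kind in the paper's methods, at P under 0.001, with permuted statistics from 100 regroupings pooled over clones. A fold is the ratio of geometric means, and SE is the standard error of a log2 difference. Gene lists were tested with camera at a preset correlation of 0.01 after clones were averaged per gene. Lists and the rule for naming genes were fixed before the values were examined, with the paper's own tables readable. Oncogene, age and genetic background go together in these mice, so the arrays cannot part them, and the number of arrays limits the precision.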

In order to determine whether tumors from MMTV-*Wnt-1 *transgenic mice also have a distinctive expression profile, we determined the profiles of 23 mammary tumors from MMTV-*Wnt-1 *transgenic mice and, for comparison, 12 mammary tumors from mice carrying the MMTV-*Neu *transgene (Tables 1 and 2 provide sample information and a list of all comparisons). *Neu *(*ErbB2*/*HER2*), a proto-oncogene that is amplified in approximately 25% of human breast cancers [17], encodes a member of the epidermal growth factor receptor family of receptor tyrosine kinases [18]. It activates signaling pathways different from those activated by Wnt-1, and the two oncogenes can collaborate in mammary tumorigenesis [19].

The expression profiles of these two sets of tumors were clearly separated into two groups by unsupervised average linkage hierarchical clustering analysis (Figure 1), suggesting that the global expression patterns of these two sets of tumors differ significantly. This finding extends previous reports of significant divergence in histopathobiology, cellular composition, and possibly the cell types of origin between these two groups of tumors [8,20,21].

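Keratin 19 (Krt19), a keratin of simple epithelium, and Id4, an inhibitor of helix-loop-helix transcription factors, each had a higher ratio in all 23 Wnt-1-induced tumors than in any of the 12 Neu-induced tumors. Over the 1932 clones with the largest variance, average linkage clustering into 3 clusters put Wnt-1-induced and Neu-induced tumors in separate clusters, with an adjusted Rand index of 0.926 against the oncogene. Into 2 clusters, the same tree set a single Wnt-1-induced tumor apart from all the others, and the index was -0.027. That tumor's array, number 42, had log2 ratios with an SD of 1.78, the widest of the 23. With 500 clones or with complete linkage, 2 clusters followed the oncogene without exception, with an index of 1 (permutation p = 1e-04, the smallest the permutations can give). The oncogene accounted for 44.4% of the squared distance (1 minus the correlation of arrays) between tumors, where 2.94% is expected by chance (permutation p = 1e-05, the smallest the permutations can give). The median correlation between arrays was 0.761 among Wnt-1-induced tumors, 0.811 among Neu-induced tumors and 0.616 between them. From the separation of the groups in Figure 1, the paper proposes that the global expression patterns of the tumors differ.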

In an effort to identify genes that are specifically dysregulated in tumors induced by MMTV-*Wnt-1*, we performed a permutation t-test (see Materials and methods, below, for details) on these two groups of array data. In total, 1,296 genes were differentially expressed between MMTV-*Wnt-1*-induced and MMTV-*Neu*-induced tumors (*P *< 0.001; Table 2 and Additional data file 1). 

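Id4 was 67-fold higher in Wnt-1-induced tumors, at a log2 ratio of 3.66 ± 0.38 (SD, n = 23), than in Neu-induced tumors, at -2.41 ± 0.4 (SD, n = 12; SE 0.13, adjusted p = 1.36e-28). Krt19 was 65.7-fold higher (SE 0.23, adjusted p = 2.14e-21), and the secreted growth factor pleiotrophin (Ptn) was 36.5-fold higher. Carbonic anhydrase 6 (Car6), a secreted enzyme, was 57.5-fold lower in Wnt-1-induced tumors, at -0.45 ± 0.59 against 5.39 ± 1.05 (SE 0.27, adjusted p = 1.97e-19). The integrin ligand nephronectin (Npnt) was 24.6-fold lower, the cytokine signaling inhibitor Socs2 23.9-fold (a ratio of 0.187 on its other clone), neuropeptide Y (Npy) 21.4-fold and the milk protein kappa-casein (Csn3) 18.2-fold. Klhl14 and Anks1b rose 20-fold and 17.7-fold, and Trim29, a gene of basal and squamous epithelium, rose 13.9-fold and 9.67-fold on its clones. Fermt3 rose 30.2-fold on a single clone, with ratios of 1.11 to 1.3 on the other 3, of which 2 were called higher. Ikbip rose 26.1-fold on one clone, with a ratio of 1.34 on the other, which was not called. Tmeff2, Tspan8 and Slc25a34 were 16.8-fold, 15.9-fold and 15.6-fold lower. Among 22 genes of fibroblasts and extracellular matrix, 16 rose and none fell, also when adjusted over the list alone (camera adjusted p = 2.09e-06, adjusted p = 0.164 with an estimated correlation), including Col4a1 (5.6-fold), Col14a1 (6.53-fold) and Vcan (5.24-fold). Of 29 interferon response genes, 17 fell and 5 rose (camera adjusted p = 0.00414, adjusted p = 0.164 with an estimated correlation). The antiviral enzyme Oas1a had a ratio of 0.284, while Irf8 rose 2.11-fold. Of 12 genes of glycolysis and hypoxia, 6 fell and none rose (camera adjusted p = 0.00472, adjusted p = 0.2 with an estimated correlation), among them Hk1, Egln3 and Aldoa with ratios of 0.22, 0.158 and 0.204. Of 15 keratinizing epithelium genes, 8 rose and 3 fell (camera adjusted p = 0.0173), with Krt13 at 7.08-fold and Sfn at 2.12-fold. Of 23 proliferation genes, 9 rose and none fell (camera adjusted p = 0.011, adjusted p = 0.564 with an estimated correlation), with Hmgb2 at 2.47-fold and Mcm7 at 1.71-fold. Of 21 endothelial genes, 10 rose and 2 fell (camera adjusted p = 0.0126), and of 23 ribosomal protein genes, 13 rose and 2 fell (camera adjusted p = 0.00801). Neither list nor the keratinizing list was called with an estimated correlation, at 0.286, 0.345 and 0.2. Milk protein genes (3 rose, 6 fell of 18), adipocyte genes (5 rose, 10 fell of 34) and skeletal muscle genes (1 rose, 5 fell of 12) were not called as lists, with camera adjusted p = 0.331 for milk and muscle and 0.775 for adipocytes. In all, 3332 clones were higher and 3360 lower by limma, 6692 of 15360, with a median fold of 1.38, and 1038 of them differed more than 2-fold. The permutation test at the paper's threshold gave 2425 higher and 2307 lower clones, 4732 in total.

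**Figure D1:**
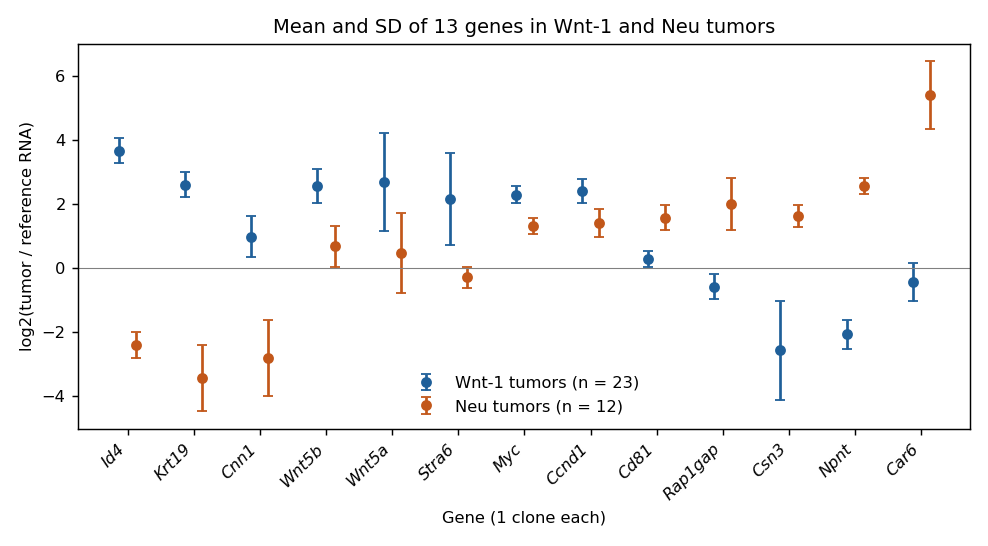
Log2 ratio of tumor to reference RNA of 13 genes, 1 clone each, as mean (point) and SD (bar) over Wnt-1-induced (n = 23) and Neu-induced (n = 12) tumors. Id4 lies at 3.66 on average in Wnt-1-induced and -2.41 in Neu-induced tumors, and Car6 at -0.45 and 5.39.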

Among the 1,296 genes that we found to be differentially expressed between *Wnt-1*-induced and *Neu*-induced tumors, 842 genes are represented in the 8.7k chips used in the previous report [7]. In that study, 672 genes were found to be differentially expressed among tumors from MMTV-*Neu*, MMTV-*Ha*-*Ras*, MMTV-*c-Myc*, MMTV-*polyoma middle T antigen*, C3(1)/*simian virus 40 T/t antigen*, and Wap-*simian virus 40 T/t antigen *transgenic mice using the 8.7k chips. Comparing the 842 differentially expressed genes in the present study with the 672 genes from the earlier study, we found that 165 genes were present in both lists (Additional data file 1), including 91 of the 178 genes (51%) reported as the Neu-Ras-polyoma middle T antigen cluster [7]. Examples of these 91 genes include *Rap1-GTPase activating protein 1*, *matrix metalloproteinase 15*, and *CD81 *(Additional data file 1).

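Both clones of Rap1gap, which switches off the small GTPase Rap1, were lower in Wnt-1-induced than in Neu-induced tumors, by 5.92-fold and 5.79-fold (SE 0.2 and 0.21, adjusted p = 4.68e-13 and 1.34e-12). On each clone, 22 of 23 Wnt-1-induced tumors lay below every Neu-induced tumor. The tetraspanin Cd81 was 2.46-fold lower, with a log2 ratio of 0.28 ± 0.26 (SD, n = 23) against 1.57 ± 0.39 (SD, n = 12; SE 0.11, adjusted p = 3.3e-12), and 20 of 23 tumors lay below every Neu-induced tumor. Matrix metalloproteinase 15 has no clone of that symbol in the probe tables.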

It should be noted that the MMTV-*Wnt-1 *transgenic mice had a mixed genetic background that was mostly FVB (>75%), whereas MMTV-*Neu *transgenic mice were on a pure FVB background. Although this small variation in genetic background between these two groups of mice is unlikely to account for the differences in expression profiles we detected, we cannot exclude the possibility that some of the genes identified by this analysis might be due to variation in genetic background.

A panel of 652 genes were reported to be differentially expressed between MMTV-*Neu*-induced tumors and normal virgin mammary glands in the study of Desai and coworkers [7] using the 8.7k chips (> two-fold). In the present study comparing 12 tumors from MMTV-*Neu *transgenic mice and five nontransgenic normal virgin mammary glands using the 15k chips, 1,263 genes were differentially expressed (*P *< 0.001, more than three-fold; Table 2). Among these 1,263 genes, 626 genes were represented in the 8.7k arrays used by Desai and coworkers. Of these 626 genes, 225 (35%) overlapped with the 652 genes reported to be differentially expressed between MMTV-*Neu*-induced tumors and normal virgin mammary glands in the study conducted by Desai and colleagues. 

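The 12 Neu-induced tumors were compared with mammary glands of 5 nontransgenic virgin mice aged 9 weeks, on the 15k arrays with the same reference RNA and the authors' normalized log2 ratios. The groups were tested with limma and, at the paper's threshold, by permuted statistics pooled over clones with a 3-fold filter. The median correlation between arrays was 0.864 among the virgin glands. Tumor, age and cell composition change together in this comparison.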

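The carbonic anhydrase Car3, an enzyme of adipocytes and muscle, was 275-fold lower in Neu-induced tumors than in virgin glands on one clone, with a ratio of 0.00384 on the other. Collagen XI alpha 1 (Col11a1) rose 47.4-fold, the secreted enzyme Car6 43.1-fold, Npnt 37.2-fold and the potassium channel Kcnn4 28.2-fold, with 12-fold on its other clone. The mitotic spindle gene Spag5 rose 30.3-fold and 18.6-fold, Car12 28.1-fold and Dcaf12 76.5-fold, while Col9a1 rose 34.4-fold on one clone and had a ratio of 0.661 on the other. The transcription factor Nfatc2 was 186-fold lower on its single clone. For several of these genes another clone differed: Tmem33 was 385-fold lower on one clone and had a ratio of 0.927 on the other, Ppp1r7 was 341-fold lower against 1.36 to 1.39, Tmem167b was 284-fold lower against 1.01 to 1.57, Pnpla8 was 208-fold lower against 0.719, Hnrnph1 was 273-fold lower against 0.942 to 1.08, and Tcf25 was 201-fold lower against 0.0792 to 1.85 on 7 others. Of 34 adipocyte genes, 30 fell and none rose (camera adjusted p = 5.19e-16, and 0.0119 with an estimated correlation), with a median ratio of 0.192 and Lpl at 0.0276. Of 22 extracellular matrix genes, 18 fell and none rose (camera adjusted p = 4.17e-06, adjusted p = 0.282 with an estimated correlation), among them Nid1 at 0.135, Dpt at 0.271 and Col4a1 at 0.35. Of 21 endothelial genes, 17 fell and 1 rose, 18 fell adjusted over the list alone (camera adjusted p = 2.41e-06, and 0.0481 with an estimated correlation, 0.0557 without virgin gland 17), with Esam at 0.263 and Cdh5 at 0.352. Of 12 skeletal muscle genes, 9 fell (camera adjusted p = 1.24e-05, adjusted p = 0.116 with an estimated correlation), including Tnnc2 at 0.0447 and Atp2a1 at 0.0666. Of 25 lymphocyte genes, 16 fell and none rose (camera adjusted p = 0.00054, adjusted p = 0.141 with an estimated correlation), with Ighm at 0.138 and Cd8a at 0.351. Of 23 proliferation genes, 21 rose and none fell (camera adjusted p = 1.86e-08, adjusted p = 0.0766 with an estimated correlation), with Fen1 at 2.86-fold and Cdk1 at 4.91-fold. Of 13 Ras and MAPK feedback targets, 9 rose and none fell (camera adjusted p = 0.000646, and 0.0205 with an estimated correlation), with Etv4 at 2.1-fold, Emp1 at 3.31-fold and Ccnd1 at 5.66-fold. Of 23 ribosomal protein genes, 17 rose and 1 fell, 18 rose adjusted over the list alone (camera adjusted p = 0.00054, adjusted p = 0.286 with an estimated correlation). Luminal genes were not called as a list (camera adjusted p = 0.073), with 9 rising, among them Kit at 8.06-fold and Tspan8 at 8.82-fold, and 5 falling. Of 12 genes of glycolysis and hypoxia, 4 rose and 5 fell (camera adjusted p = 0.606), with Hk1 9.61-fold and Egln3 19.4-fold higher. The Wnt target list (6 rose, 6 fell of 17) and the interferon list (12 rose, 7 fell of 29) were not called, with camera adjusted p of 0.718 and 0.272. At the paper's threshold with the 3-fold filter, 394 clones were higher and 871 lower, 1265 in all, and limma called 3831 higher and 4192 lower.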

We consider this to be an acceptable level of reproducibility, considering the multiple differences in the generation of the two data sets (including differences in reference RNAs, array prints, age of the virgin mammary glands, and sample size).

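The Wnt feedback inhibitor Axin2 was 4.73-fold higher in Wnt-1-induced than in Neu-induced tumors. Cyclin D1 (Ccnd1), which drives entry into S phase, was 1.99-fold higher, at a log2 ratio of 2.40 ± 0.36 (SD, n = 23) against 1.41 ± 0.44 (SD, n = 12; SE 0.14, adjusted p = 1.48e-07), and 22 of 23 tumors lay above every Neu-induced tumor. The growth-promoting transcription factor Myc was 1.96-fold higher, at 2.29 ± 0.26 against 1.31 ± 0.25 (SE 0.09, adjusted p = 4.29e-11), and all 23 lay above every Neu-induced tumor. The secreted ligand Wnt5a was 4.62-fold higher, at 2.68 ± 1.52 against 0.47 ± 1.25 (SE 0.49, adjusted p = 0.000352), and 9 of 23 tumors lay above every Neu-induced tumor. Of 17 Wnt and beta-catenin target genes, 12 rose and none fell (12 rose and 1 fell when adjusted over the list alone), with a median fold of 1.82 (camera adjusted p = 4.78e-05, and 0.00356 with an estimated correlation). Tnfrsf19 rose 2.49-fold over its clones, and Tcf4 1.91-fold, a symbol that has been used both for the beta-catenin partner Tcf7l2 and for a helix-loop-helix factor. Frizzled 7 has no clone of that symbol in the probe tables.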

Genes that were more highly expressed (*P *< 0.001) in MMTV-*Wnt-1*-induced tumors than in MMTV-*Neu*-induced tumors include genes reported to be transcriptional targets of Wnt signaling [22-26] such as *cyclin D*_1 _(2.0-fold), *c-Myc *(2.0-fold), *frizzled 7 *(2.1-fold), and *Wnt-5a *(9.2-fold; Additional data file 1). 

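The secreted ligand Wnt5b had a log2 ratio of 2.57 ± 0.53 (SD, n = 23) in Wnt-1-induced tumors and 0.67 ± 0.64 (SD, n = 12) in Neu-induced tumors. This is a log2 difference of 1.90 (SE 0.2, 3.73-fold, adjusted p = 4.24e-10), and all 23 Wnt-1-induced tumors lay above every Neu-induced tumor.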

Wnt-5b, another member of the Wnt family, was also more highly expressed (3.7-fold) in tumors from MMTV-*Wnt-1 *transgenic mice than in tumors from MMTV-*Neu *transgenic mice; it remains to be determined whether this Wnt member is also a transcriptional target of Wnt signaling.

Retinoic acid signaling has been reported to synergize with Wnt signaling to induce gene expression [27,28]. *Retinoic acid receptor *and *Stra6*, a gene activated by the addition of retinoids to cultured cells [29], have also been suggested to be targets of Wnt signaling [27]. 

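Stra6, a membrane receptor for retinol-binding protein, had a log2 ratio of 2.16 ± 1.44 (SD, n = 23) in Wnt-1-induced tumors and -0.29 ± 0.33 (SD, n = 12) in Neu-induced tumors, a 5.45-fold difference (SE 0.41, adjusted p = 5.91e-06). The spread was wide, and 21 of 23 Wnt-1-induced tumors lay above every Neu-induced tumor. Of 14 retinoid signaling genes, 3 rose, 11 were not called and none fell, with 2 higher when adjusted over the list alone (camera adjusted p = 0.2). The aldehyde dehydrogenase Aldh1a7 rose 3.74-fold and the retinoid X receptor Rxrb 1.14-fold.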

Consistent with these reports, we found higher level of *Stra6 *(*P *< 0.001, 9.0-fold) in MMTV-*Wnt-1*-induced tumors than in MMTV-*Neu*-induced tumors. In addition, *cellular retinol binding protein *(*RBP*)*1*, a gene related to retinoic acid signaling, was also more highly expressed (*P *< 0.001, two-fold) in MMTV-*Wnt-1*-induced tumors than in MMTV-*Neu*-induced tumors, which is consistent with our recent report that *RBP1 *is induced by β-catenin [30].

MMTV-*Wnt-1*-induced tumors contain both epithelial and myoepithelial cells in approximately equal numbers, unlike tumors induced by the MMTV-*Neu *transgene, which contain only epithelial tumor cells [8,21,31]. 

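The smooth muscle actin-binding protein calponin 1 (Cnn1), made by myoepithelial cells, was 13.7-fold higher in Wnt-1-induced than in Neu-induced tumors, at a log2 ratio of 0.97 ± 0.64 (SD, n = 23) against -2.81 ± 1.18 (SD, n = 12; SE 0.3, adjusted p = 4.5e-13). Its paralog Cnn2 rose 4.04-fold (SE 0.1, adjusted p = 7.21e-18) and 2.67-fold (SE 0.12, adjusted p = 4.37e-12) on separate clones. Of 12 genes of myoepithelial and basal cells, 9 rose and 1 fell, the same when adjusted over the list alone, with a median fold of 2.22 (camera adjusted p = 5.86e-06, and 0.00171 with an estimated correlation). Tgfb1i1 rose 8.53-fold and the myosin kinase Mylk 2.31-fold. Of 16 luminal epithelial genes, 5 rose and 7 fell, the same when adjusted over the list alone (camera adjusted p = 0.963), with Mal 6.17-fold higher. The 3 epithelial markers the paper uses later (Krt19, Cnn1, Cnn2) all rose.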

Consistent with these reports, we observed higher expression levels (*P *< 0.001) of myoepithelial markers, including *calponin 1 *(12.5-fold) and *calponin 2 *(2.5-fold and 4.0-fold for two separate clones), in tumors from MMTV-*Wnt-1 *transgenic than in tumors from MMTV-*Neu *transgenic mice (Additional data file 1). Consistent with earlier reports that tumors may arise from mammary progenitor cells in MMTV-*Wnt-1 *transgenic mice [8,15], we found that RNA encoding the candidate progenitor cell markers *keratin 6 *(13-fold), *tenascin *(3.1-fold), *osteoblast specific factor 2 *(2.0-fold), *insulin-like growth factor binding protein 7 *(2.0-fold), and *nidogen 1 *(1.8-fold) [8,32] were more abundant (*P *< 0.001) in tumors from MMTV-*Wnt-1 *transgenic mice. 

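Keratin 6a (Krt6a), a keratin of progenitor and stressed epithelium, was 6.64-fold higher in Wnt-1-induced tumors, at a log2 ratio of 2.29 ± 1.09 (SD, n = 23) against -0.44 ± 1.3 (SD, n = 12; SE 0.4, adjusted p = 6.26e-07). Tenascin C (Tnc), a matrix glycoprotein, was 2.43-fold higher, at -0.62 ± 0.95 against -1.9 ± 0.93 (SE 0.33, adjusted p = 0.00147). Nidogen 1 (Nid1), of the basement membrane, rose 1.83-fold (SE 0.1, adjusted p = 2.32e-09) and 1.75-fold (SE 0.15, adjusted p = 3.75e-05) on its 2 clones. The list of Krt6a, Tnc and Nid1 was called higher (3 of 3 genes rose, median fold 2.43, camera adjusted p = 0.02, adjusted p = 0.154 with an estimated correlation), but the paper lists these genes as higher in the same tumors, so it is not independent evidence. Osteoblast specific factor 2 has no clone that carries its symbol alone, only one shared with another gene, which is not given here, and insulin-like growth factor binding protein 7 has no clone of that symbol in the probe tables.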

Using immunoassays, we demonstrated that keratin 6 and nidogen proteins are expressed at higher level in MMTV-*Wnt-1*-induced tumors than in MMTV-*Neu*-induced tumors (Figure 1b) [8].

### Expression profiles are similar among mammary tumors with additional genetic alterations in MMTV-*Wnt-1 *transgenic mice

The distinct patterns of genes expressed in MMTV-*Wnt-1*-induced and MMTV-*Neu*-induced tumors described in the preceding section suggest that initiating oncogenes strongly influence gene expression in the tumors arising in these two models. We have observed that other genetic events accelerate tumorigenesis in MMTV-*Wnt-1 *transgenic mice [14,33]. We next evaluated whether the events that mediate acceleration are reflected in the gene expression patterns.

We recently reported that approximately 50% of mammary tumors in MMTV-*Wnt-1 *transgenic mice have activating mutations in the *Ha-Ras *locus [19]. Thus, we first considered whether tumors carrying mutant *Ha-Ras *have an expression profile distinct from that observed in tumors that are wild-type at the *Ha-Ras *locus. 

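Of the 23 Wnt-1-induced tumors on the 15k arrays, 12 carried a mutant Ha-Ras, 9 a wild-type Ha-Ras and 2 were of unknown status and left out of this comparison. The 21 tumors of known status were compared as mutant against wild-type with limma and with permuted statistics pooled over clones. Data simulated at these group sizes held 67 clones changed 2-fold, 67 changed 1.5-fold and 66 changed 4-fold. In them limma recovered 80.6% of 2-fold and 55.2% of 1.5-fold changes. Recovery of a few small changes on the real arrays was not tested.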

We sequenced *Ha-Ras *cDNA to seek mutations in 21 out of the 23 MMTV-*Wnt-1*-induced tumors: 12 tumors carry *Ha-Ras *mutations and nine have only *Ha-Ras *wild-type alleles (Figure 1a). Tumors with and without *Ha-Ras *mutations did not have distinct global expression profiles (Figure 1a). 

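Of 13 Ras and MAPK feedback targets, genes that active Ras signaling raises, no member was called, the median ratio of mutant to wild-type was 1 and the camera adjusted p was 0.792. Among them Ccnd1 had a ratio of 0.904, the Ras inhibitor Spred1 1.06 and the growth factor Hbegf 0.919. Clustering of the 21 tumors by the most variable clones set a single mutant tumor apart from the other 20 (adjusted Rand index -0.024 against Ha-Ras status), a division that cannot show whether the rest of the tree follows the status. Ha-Ras status accounted for 5.72% of the squared distance between tumors, where 5% is expected by chance (permutation p = 0.28).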

Independent multidimensional scaling (MDS) and hierarchical clustering of these 21 tumors based on expression profiles also did not separate them according to *Ha-Ras *status (data not shown). Nevertheless, permutation t test identified 40 genes differentially expressed between tumors bearing wild-type *Ha-Ras *and those carrying a mutant *Ha-Ras *(Table 2 and Additional data file 2). This is more than expected (*P *< 0.001) but many fewer than we saw in our earlier comparison between MMTV-*Wnt-1*-induced and MMTV-*Neu*-induced tumors. In addition, the average fold difference is much smaller (Additional data file 2) than that in the earlier comparison.

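By limma, no clone differed between mutant and wild-type tumors at an adjusted p under 0.05, nor by the gene-wise permutation test after adjustment, and 662 of 15360 had an unadjusted p under 0.05 by limma. The clone of the immune lectin Lgals9 had the smallest P by permutation, at a log2 difference of -0.51 (SE 0.12), and it was not called by limma (adjusted p = 0.996). The paper's threshold was passed by 12 clones, 10 higher and 2 lower in mutant tumors, where chance gives 15.4. The gene-wise permutation test gave 13 at that threshold. Of the 2 lower clones, the other carries no single symbol. Clones past that threshold, named after their values were seen, include the RNA-binding protein Larp6, Rad54b and Megf9, with ratios of arithmetic means of 1.34, 1.34 and 1.61. Other named clones, picked after their values were seen, were Anln, Tmem131l, Wdr82 and Tomm70a, and none was called by limma. Rad54b, Megf9, Tmem131l, Wdr82 and Tomm70a also have other clones, and none of those passed that threshold. Of 15 keratinizing epithelium genes none was called, yet the list had a median fold of 1.21 (camera adjusted p = 0.0121, adjusted p = 0.506 with an estimated correlation), with Krtdap at 2.85-fold (SE 0.5) and Sprr1a at 2.21-fold. The paper lists Krtdap and Sprr1a as higher in the same mutant tumors, so this list call is not independent evidence. Of 12 genes of glycolysis and hypoxia none was called, with a median fold of 0.91 (camera adjusted p = 0.0331, adjusted p = 0.536 with an estimated correlation).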

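Among the clones past the paper's threshold for Ha-Ras status, such as Larp6 and Lgals9, the median absolute fold was 1.3. For the clones that differed between Wnt-1-induced and Neu-induced tumors at the same threshold, such as Id4 and Car6, it was 1.47. More tumors let smaller folds pass a threshold on P, so these medians over different numbers of tumors are not a like-for-like comparison of effect size.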

We previously determined that loss of either *p53 *or *Pten *accelerates mammary tumorigenesis in MMTV-*Wnt-1 *transgenic mice [34,35]. 

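Tumors of MMTV-Wnt-1 mice with p53 null genotype (6, from mice aged 9 to 14 weeks) were hybridized on the 8.7k arrays of 8832 clones, with 10 Wnt-1-induced tumors (9 to 56 weeks) as the comparison. The values are the authors' normalized log2 ratios, with array medians between -0.0641 and 0.018 and SDs between 0.81 and 1.19. The p53 null tumors were compared with the 10 Wnt-1-induced tumors, and ages differ between the groups. With simulated 2-fold changes in 67 clones, limma recovered 85.1% at these group sizes. On these arrays 7147 clones carry a single symbol, for 5725 genes. The number of p53 null tumors limits the precision.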

To further investigate the influence of these genetic alterations on expression patterns in MMTV-*Wnt-1*-induced tumors, we determined the expression profiles of six tumors from MMTV-*Wnt-1 *transgenic mice that were *p53 *null and three tumors from MMTV-*Wnt-1 *transgenic/*Pten*^+/- ^mice that had lost the wild-type allele of *Pten *(i.e. loss of heterozygosity). 

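The median correlation between arrays was 0.818 among Wnt-1-induced tumors and 0.79 between them and the p53 null tumors. Between the p53 null tumors it was 0.803. The p53 null genotype accounted for 15.1% of the squared distance between tumors, where 6.67% is expected by chance (permutation p = 0.001).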

When genes in the 8.7k array data set from these two groups of tumors and those from 10 tumors from MMTV-*Wnt-1 *transgenic mice that were otherwise wild-type were subjected to analysis by MDS or unsupervised hierarchical clustering, the three groups of samples could not be separated from each other (Figure 2 and data not shown). These findings suggest that the global expression profiles of MMTV-*Wnt-1 *tumors carrying different additional genetic alterations cannot be distinguished.

Permutation t test identified 113 genes that were differentially expressed (p < 0.001) between tumors from MMTV-*Wnt-1 *transgenic mice and those from MMTV-*Wnt-1 *transgenic/*p53*^-/- ^mice (Table 2). 

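In p53 null tumors, 55 clones were higher and 78 lower at the paper's threshold, 133 of 8832, where 8.83 are expected by chance. By limma, 13 were higher and 26 lower, and after quantile normalization 3 and 2. Proliferation genes were higher as a list: none of 23 was called over all clones, 4 rose adjusted over the list alone, and the median fold was 1.26 (camera adjusted p = 8.97e-06, adjusted p = 0.294 with an estimated correlation), with Kif20a at 1.86-fold, Mad2l1 at 1.51-fold and Mcm2 at 1.46-fold. Of 12 p53 target genes, none was called after clones were averaged per gene (Ccng1, called on one of its clones, had an adjusted p of 0.0511), 1 fell adjusted over the list alone, and the list was lower (camera adjusted p = 0.0412, adjusted p = 0.294 with an estimated correlation), with Mdm2 at a ratio of 0.722. Of 16 ribosomal protein genes, 7 fell adjusted over the list alone (camera adjusted p = 0.000122, adjusted p = 0.294 with an estimated correlation). Of 13 lymphocyte genes, 1 rose over all clones and 6 fell adjusted over the list alone (camera adjusted p = 0.0026, adjusted p = 0.294 with an estimated correlation). Luminal genes were lower as a list (2 of 10 fell adjusted over the list alone, camera adjusted p = 0.0166, adjusted p = 0.294 with an estimated correlation), with Krt19 at a ratio of 0.392 (adjusted p = 0.0759). The luminal call rests on p53 null tumor 88: without it the difference of the list means went from -0.42 to -0.25 (camera adjusted p = 0.209); without Wnt-1-induced tumor 93 the camera adjusted p was 0.0366. Endothelial genes were higher as a list (median fold 1.22, camera adjusted p = 0.00735, adjusted p = 0.414 with an estimated correlation), and interferon genes too (5 rose, 1 fell adjusted over the list alone, camera adjusted p = 0.0357, adjusted p = 0.414 with an estimated correlation). Lower as lists were also adipocyte genes (1 of 21 fell, 2 adjusted over the list alone, camera adjusted p = 0.0483, adjusted p = 0.294 with an estimated correlation) and macrophage genes (1 of 17 fell adjusted over the list alone, camera adjusted p = 0.0412, adjusted p = 0.486 with an estimated correlation). Without tumor 88 endothelial (0.136), interferon (0.128), adipocyte (0.108), macrophage (0.0652) and p53 target genes (0.0678) were not called either, while proliferation, ribosomal and lymphocyte genes stayed called without any single p53 null tumor.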

Among the 113 genes, 43 were upregulated, and 70 were downregulated in the latter set of tumors (Additional data file 3). Examples of the upregulated genes are *cyclin D*_2 _(3.7-fold), *Myb *(2.9-fold and 2.8-fold for two separate clones), *Bcl11a *(1.5-fold), and *Pbx3 *(1.8-fold average), which promote proliferation or survival. 

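The immune transcription coactivator Pou2af1 rose 3.7-fold in p53 null tumors (adjusted p = 0.0413), and the membrane protein Cd109 rose 3.65-fold (adjusted p = 0.0485). Pbx3, a homeobox cofactor, rose 1.83-fold (SE 0.18, adjusted p = 0.0489). Cyclin D2 (Ccnd2) was 3.37-fold higher, at 2.02 ± 1.15 (SD, n = 6) against 0.26 ± 0.7 (SD, n = 10; SE 0.42), and did not pass limma (adjusted p = 0.0619). The proto-oncogene Myb was 2.46-fold and 2.75-fold higher on its clones, and Bcl11a 1.55-fold and 1.48-fold, none past limma (adjusted p = 0.354, 0.306, 0.398 and 0.302). Clec2g, Fam171b, Ralgps2, Lhfpl2 and Irgm1 rose 2.17-fold, 2.14-fold, 2.01-fold, 1.86-fold and 1.79-fold.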

Examples of the downregulated genes are *CD59a antigen *(two-fold), a potential p53 target [36], the *Rb1 *tumor suppressor gene, and the *Met *proto-oncogene. 

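The complement inhibitor Cd59a fell 2.12-fold in p53 null tumors (SE 0.2, adjusted p = 0.0413). Cyclin G1 (Ccng1), a p53 target, fell 1.93-fold on one clone (adjusted p = 0.0457), with a ratio of 0.6 on the other. Chrnb1 fell 1.87-fold (adjusted p = 0.0413) and the scramblase Plscr2 2.53-fold (adjusted p = 0.049). Rb1 had a 2.24-fold lower ratio that did not pass limma (adjusted p = 0.0789). The protease Tmprss2 fell 2.28-fold on one of its clones, and Steap3 fell 1.94-fold on one clone, against 0.888 on the other. The Met proto-oncogene has no clone in the 8.7k probe table that carries its symbol alone, only one shared with another gene, which is not given here.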

Using similar analyses, we found that 115 genes were differentially expressed (*P *< 0.001) between tumors from MMTV-*Wnt-1 *transgenic mice and those from MMTV-*Wnt-1*/*Pten*^+/- ^mice with *Pten *loss of heterozygosity (Table 2). Forty-five were upregulated, and 70 of them were downregulated in the latter set of tumors (Additional data file 4). Interestingly, among the downregulated genes is *tensin *(two-fold), a cell adhesion molecule that is related to *Pten*. Similar to the comparison between *Ha-Ras *mutant and *Ha-Ras *wild-type tumors in MMTV-*Wnt-1 *transgenic mice, the number of genes differentially expressed and the average fold difference were much smaller in the above two comparisons than in the comparison between MMTV-*Wnt-1*-induced and MMTV-*Neu*-induced tumors (Additional data files 1, 3, and 4).

Collectively, these findings suggest that tumors from MMTV-*Wnt-1 *transgenic mice are similar to each other in their global expression profiles, regardless of whether the tumors have additional genetic alterations. It is not known whether the modest differences in RNA levels we identified among these groups of tumors explain the accelerating effects of these alterations on tumorigenesis in MMTV-*Wnt-1 *transgenic mice. 

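By limma, 39 clones in all were called for the p53 null tumors, Pou2af1 and Cd59a among them. The median absolute fold of the clones past the paper's threshold was 1.46, a value that depends on the number of tumors compared. On the 15k arrays the oncogene set Id4 and Car6 apart in all Wnt-1-induced and Neu-induced tumors. Those genes are among the largest differences there, and separation tumor by tumor was not tested for the p53 genes. The p53 null genotype accounted for 15.1% of the squared distance between tumors, where 6.67% is expected by chance (permutation p = 0.001). From its comparisons among Wnt-1-induced tumors the paper proposes that they are alike in their global expression whatever the added alteration.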

We plan to test some of these changes by expressing cDNAs in mammary glands in *Wnt-1 *transgenic mice using TVA-mediated somatic gene transfer technology [37].

### Distinct changes in gene expression accompany the evolution from normal mammary glands to hyperplasias and to tumors in MMTV-*Wnt-1 *transgenic mice

Hyperplastic lesions are widespread in MMTV-*Wnt-1 *transgenic mice before the development of mammary tumors [14]. 

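Mammary glands of 5 nontransgenic virgin mice and of 7 MMTV-Wnt-1 transgenic mice with hyperplasia, all aged 9 weeks, and 23 Wnt-1-induced tumors (9 to 56 weeks) were compared on the 15k arrays with the same reference RNA and the authors' normalized log2 ratios. Hyperplastic glands were compared with virgin glands, and tumors with hyperplastic glands, by limma, and at the paper's threshold with permuted statistics pooled over clones. For tumors against hyperplastic glands the paper also filters on a 3-fold difference. With simulated 2-fold changes in 67 clones, limma recovered 86.6% at the sizes of hyperplastic against virgin glands, and 88.1% at those of tumors against hyperplastic glands. The marker ratio uses 4 clones: Krt19, Cnn1 and 2 clones of Cnn2. Marker values were compared by an exact permutation test, with 792 splits of the 12 glands in all for the first comparison. Tissue stage and cell composition change together, since adipocyte and skeletal muscle genes are lower in the tumors.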

To determine whether unique gene expression patterns accompany the evolution from normal mammary cells to hyperplasias and then to tumors, we compared expression profiles among mammary glands of nontransgenic virgin mice, hyperplastic mammary glands, and mammary tumors from MMTV-*Wnt-1 *transgenic mice. 

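The mean log2 ratio of the adipocyte list was 1.47 ± 0.23 (SD, n = 5) in virgin glands, 0.34 ± 0.1 (SD, n = 7) in hyperplastic glands and -1.3 ± 0.29 (SD, n = 23) in tumors. Over the 3359 most variable clones, 2 clusters put all virgin and hyperplastic glands together and all tumors apart (adjusted Rand index 0.883), and 3 clusters had an index of 0.808. The clusters added from 3 to 7 each hold a single tumor, so they do not test the glands. At 8 clusters, looked at after the values were seen, the glands parted into the 5 virgin and the 7 hyperplastic ones, and a tree of the glands alone parted them the same way (adjusted Rand index 1, permutation p = 0.0014). With complete linkage the tree of the glands alone did not follow the tissue (index -0.036, permutation p = 1), nor did the full tree with 500 clones (index -0.049 among the glands, permutation p = 1), and the full tree followed it in part with all clones (index 0.667) and with complete linkage (index 0.665). The tissue accounted for 50.4% of the squared distance between glands, where 9.09% is expected by chance (permutation p = 0.0015). The median correlation between arrays was 0.812 among hyperplastic glands, 0.726 between hyperplastic and virgin glands, 0.516 between tumors and hyperplastic glands and 0.325 between tumors and virgin glands.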

Unsupervised hierarchical clustering analysis and MDS showed that expression profiles from these three groups of tissues were separated from each other (Figure 3a and data not shown). 

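Keratin 19 (Krt19) was 1.88-fold higher in hyperplastic than in virgin glands, at a log2 ratio of 1.88 ± 0.52 (SD, n = 7) against 0.97 ± 0.66 (SD, n = 5; SE 0.3, adjusted p = 0.0425). Calponin 2 (Cnn2) was 1.29-fold higher on one clone (SE 0.12, adjusted p = 0.0453) and 1.16-fold on the other (adjusted p = 0.186), and calponin 1 (Cnn1) was 1.08-fold higher (adjusted p = 0.783). Averaged over the 4 clones, the markers had a log2 ratio of 0.03 ± 0.33 (SD, n = 7) against -0.38 ± 0.29 (SD, n = 5), a ratio of 1.32 (exact permutation p = 0.045, where 0.0013 is the smallest that 792 splits allow). Over the luminal and myoepithelial lists together the ratio was 1.31 (exact permutation p = 0.0013), and all 7 hyperplastic glands lay above every virgin gland. It was 1.45 for the luminal list (exact permutation p = 0.0013) and 1.14 for the myoepithelial list (exact permutation p = 0.04). Of 34 adipocyte genes, 28 fell and none rose in hyperplastic against virgin glands, the same adjusted over the list alone (camera adjusted p = 3.65e-19, and 0.0349 with an estimated correlation, 0.0509 without virgin gland 17), with Lpl at a ratio of 0.326 and Fabp4 at 0.403. Of 16 luminal genes, 8 rose and 1 fell, 10 rose adjusted over the list alone (camera adjusted p = 0.000578, adjusted p = 0.114 with an estimated correlation), with Cdh1 at 3.59-fold and Rab25 at 2.45-fold. Of 21 endothelial genes, 10 fell and 1 rose, 12 fell adjusted over the list alone, among them Esam at 0.597, Flt1 at 0.565 and Cdh5 at 0.613 (camera adjusted p = 0.00112, adjusted p = 0.123 with an estimated correlation).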

The difference between hyperplastic and normal glands is unlikely to be due to decreased contribution of stromal RNA in the preparation of RNAs from the hyperplastic glands from MMTV-*Wnt-1 *transgenic mice, because the expression levels of epithelial and myoepithelial marker genes (*keratin 19*, *calponin 1*, and *calponin 2*) were not significantly statistically different between hyperplastic mammary glands from MMTV-*Wnt-1 *transgenic mice and mammary glands from age-matched nontransgenic virgins.

In total, 584 genes were differentially expressed (*P *< 0.001, Table 1) between hyperplastic mammary glands from MMTV-*Wnt-1 *transgenic mice and normal mammary glands from nontransgenic littermates. Among these 584 genes, 121 were more highly expressed in the hyperplastic glands (Additional data file 5), which includes some of the known transcriptional targets of Wnt signaling such as *c-Myc *(3.6-fold) and *frizzled 7 *(2.1-fold). This list may therefore provide an important starting point for confirming mammary-specific target genes and for discovering novel *in vivo *targets of Wnt signaling. 

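Inhibitor Id4 was 6.8-fold higher (adjusted p = 4.73e-07) and the desmosomal Dsc2 7.01-fold higher (adjusted p = 4.58e-05) in hyperplastic than in virgin glands, and Cidea, a gene of fat droplets, 9.39-fold lower. Fgfbp1 rose 7.0-fold, Cryba4 5.34-fold and Stra6 5.36-fold (adjusted p = 0.000189), and S100a14 rose 6.22-fold on one clone and 5.57-fold on the other. Fermt3 rose 5.7-fold on one clone, with ratios of 0.892 to 2.15 on the others. Among lower genes, Atraid fell 7.25-fold, Hadhb, an enzyme of fatty acid oxidation, 5.65-fold and Gpd1 5.53-fold, while Sfxn5 fell 5.7-fold on one clone and had ratios of 0.781 and 0.851 on others. The fat desaturase Scd1 fell 4.93-fold on one clone, with ratios of 0.415 and 0.795 on others, and Fam160b1 fell 4.87-fold, against 0.966. Of 23 ribosomal protein genes, 18 rose and none fell, 19 rose and 1 fell adjusted over the list alone (camera adjusted p = 1.76e-11, adjusted p = 0.119 with an estimated correlation), with Rpl7 at 2.21-fold and Rps3a1 at 1.88-fold. Of 15 keratinizing epithelium genes, 6 rose and 1 fell (camera adjusted p = 0.00237, and 0.0349 with an estimated correlation, 0.0509 without virgin gland 17), with Sprr1a at 5.14-fold and Trim29 at 2.87-fold. Of 23 proliferation genes, 10 rose and none fell, 11 rose adjusted over the list alone (camera adjusted p = 7.21e-06, adjusted p = 0.265 with an estimated correlation), with Hmgb2 at 3.24-fold. By limma 1371 clones were higher and 1996 lower, 3367 of 15360, and at the paper's threshold 668 were higher and 990 lower, with a median absolute fold of 1.74. Of the 990 lower clones, 406 (41%) were at least 3-fold higher in fat than in tumors, and none of the 668 higher ones was.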

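The proto-oncogene Myc was 3.51-fold higher in hyperplastic than in virgin glands, at 1.70 ± 0.37 (SD, n = 7) against -0.11 ± 0.29 (SD, n = 5; SE 0.19, adjusted p = 6.75e-05), and all 7 lay above every virgin gland. Of 17 Wnt and beta-catenin targets, 8 rose and 1 fell, with 9 rising adjusted over the list alone (camera adjusted p = 0.00232, and 0.0349 with an estimated correlation, 0.0509 without virgin gland 17), including Nkd1 at 2.32-fold, Rnf43 at 2.28-fold and Sox9 at 2.57-fold. The list's mean log2 ratio was 0.14 ± 0.04 (SD, n = 5) in virgin glands, 0.63 ± 0.08 (SD, n = 7) in hyperplastic glands and 0.95 ± 0.17 (SD, n = 23) in tumors. In tumors against hyperplastic glands the list was not called (8 rose and 3 fell of 17, camera adjusted p = 0.0982, adjusted p = 0.24 with an estimated correlation). Frizzled 7 has no clone of that symbol in the probe tables.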

In fact, two genes in this list, namely *RBP1 *(2.9-fold) and *tumor-associated calcium signal transducer *(3.5-fold), were shown to be upregulated by β-catenin in 293 cells in our recent studies [30].

One of the greatest challenges in identifying specific genes and expression patterns associated with the evolution from hyperplastic glands to tumors is the change in cellular composition. Normal and MMTV-*Wnt-1*-induced hyerplastic ductal trees are embedded in stroma, but tumors often contain much less stroma. Thus, the differential contribution of RNA from the stromal cells may skew array analysis, which is based on total RNA content. However, stromal cells are mostly large adipocytes whose RNA to mass ratio is small; thus, the relative contribution of RNA from these cells is probably much less than it appears to be from histologic assessment. The average expression level of epithelial and myoepithelial markers (*keratin 19*, *calponin 1*, and *calponin 2*) was 2.6-fold higher in the tumors (which contain very few stromal cells) than in the hyperplastic tissues, suggesting that 38% (1/2.6 = 38%) of the RNA in the hyperplastic tissues might come from the ducts and alveoli. Thus, to eliminate genes that were not truly differentially expressed, we filtered out any genes that were less than three-fold different in our comparison between tumors and hyperplastic glands in Table 2.

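Krt19, Cnn1 and Cnn2, averaged over 4 clones, had a log2 ratio of 1.33 ± 0.18 (SD, n = 23) in tumors and 0.03 ± 0.33 (SD, n = 7) in hyperplastic glands, a ratio of 2.47, and all 23 tumors lay above every hyperplastic gland (exact permutation p = 4.9e-07, the smallest of 2035800 splits). Its reciprocal is 40.4%, against 38.8% for the ratio of arithmetic means of 2.57. Averaged over the luminal and myoepithelial lists, which hold more epithelial genes than these 3, the ratio was 1.26, so the value depends on which markers are taken. Separately, the ratio was 1.18 for luminal and 1.38 for myoepithelial genes. With clones averaged per gene, the mean of Krt19, Cnn1 and Cnn2 was -2.36 ± 0.57 (SD, n = 12) in Neu-induced tumors. It was -0.84 ± 0.3 (SD, n = 3) in fat and -0.17 ± 0.36 (SD, n = 5) in virgin glands. The paper describes the tumor cells of Neu-induced tumors as epithelial only, so this mean does not follow epithelial content across these tissues. The 40.4% is therefore not shown to be a share of epithelial RNA. The paper proposes from its own ratio that part of the RNA of hyperplastic glands comes from ducts and alveoli, and reasons that a filter on the fold is needed for tumors against hyperplastic glands.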

Based on the above calculation, approximately 62% of the RNAs from hyerplastic mammary glands might come from adipocyte-rich stroma. Thus, tumor samples, which have very little contribution from adipocytes, may appear to have downregulated the genes that are associated with adipocytes. 

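Fat from the intestine of virgin FVB mice (3 samples, aged 12 weeks) was compared with all 35 tumors, 23 Wnt-1-induced and 12 Neu-induced, on the 15k arrays with the same reference RNA. The test was limma, and at the paper's threshold permuted statistics pooled over clones with a 3-fold filter. The widest spread of any array was on fat array 44, at an SD of 2.59. With 3 fat samples, their number limits the precision. With simulated changes, 67.2% of 67 clones changed 2-fold and 89.4% of 66 clones changed 4-fold were recovered.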

In order to identify these genes, we compared the expression profiles of a set of three fat samples with those of the 35 mammary tumors from MMTV-*Wnt-1 *and MMTV-*Neu *transgenic mice. Expression of 741 genes was at least three-fold or higher (*P *< 0.001) in fat than in the mammary tumors (Table 2 and Additional data file 6). These include published fat-specific genes (Additional data file 6), such as *fat-specific gene 27*, *lipoprotein lipase*, *CD36*, *carbonic anhydrases*, and *solute carrier family members *[7]. 

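The carbonic anhydrase Car3 was 498-fold and 494-fold higher in fat than in tumors on its clones, and lipoprotein lipase (Lpl) 24.9-fold and 172-fold. Cidec, known as fat-specific gene 27, was 201-fold higher on one clone and 1.15-fold on the other (adjusted p = 0.189), and Cd36, a fatty acid transporter, 93.8-fold and 10.4-fold, with a ratio of 0.776 on another clone. Car4 was 11.9-fold higher (adjusted p = 6.33e-05). Of 34 adipocyte genes, 32 rose and 1 fell, Pck1 at a ratio of 0.116, with a median fold of 10.4 (camera adjusted p = 4.51e-27, and 0.000131 with an estimated correlation), among them Pnpla2 at 12.2-fold and Pcx at 14.8-fold. Of 23 proliferation genes, 21 fell and none rose (camera adjusted p = 1.54e-07, adjusted p = 0.281 with an estimated correlation), with Bub1b at a ratio of 0.0468. The list mean in fat, -2.68 ± 1.91 (SD, n = 3), rests much on fat array 44, without which it was -1.58, with 18 lower (camera adjusted p = 9.19e-09). Of 16 luminal genes, 11 fell and 1 rose, 12 fell adjusted over the list alone (camera adjusted p = 0.000752, adjusted p = 0.0596 with an estimated correlation), with Ehf at 0.0895 and Cldn7 at 0.0823; without array 44 the mean in fat went from -2.19 to -1.47 and 9 fell (camera adjusted p = 4.66e-06, and 8.47e-05 with an estimated correlation). Of 21 endothelial genes, 17 rose and 2 fell (camera adjusted p = 6.4e-07, adjusted p = 0.0604 with an estimated correlation), with Esam at 3.77-fold and Nos3 at 6.42-fold. Of 23 ribosomal genes, 19 fell and none rose (camera adjusted p = 1.54e-07, adjusted p = 0.118 with an estimated correlation), with Rpl17 at 0.26. Extracellular matrix genes rose as a list (11 rose, 1 fell, camera adjusted p = 0.00288, adjusted p = 0.687 with an estimated correlation). Ras and MAPK feedback targets were lower (8 of 13 fell, 1 rose, camera adjusted p = 0.0306, adjusted p = 0.0604 with an estimated correlation), but not called without fat array 45 (0.0644) or 46 (0.0658). At the paper's threshold with the 3-fold filter, 723 clones were higher in fat and 693 lower (522 and 175 without fat array 44), and limma called 3343 higher and 4851 lower (2775 and 2754 without fat array 44). Among the lowest in fat were the epithelial genes Elf5 (160-fold lower), Cdh1 (85.5-fold) and Lcn2 (224-fold), and Dcaf12 (354-fold). Fat array 44 held 1263 ratios under 0.01, against 29 on fat array 45 and 16 on fat array 46. The sizes of these folds may rest on it, and folds without it are not given here. The highest included Nfatc2 (313-fold, on its single clone), Adipor1 at 308-fold on one clone and ratios of 0.968 and 1.15 on the others, and Tmem33 at 677-fold on one clone and 1.37-fold on the other.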

We note these genes in our table comparing hyperplastic mammary glands with tumors (Additional data file 7).

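Catenin beta 1 (Ctnnb1), which carries the Wnt signal to the nucleus, was 9.26-fold higher in tumors than in hyperplastic glands. At P under 0.001 alone, 1978 clones were higher and 1922 lower, 3900 of 15360, and limma called 3085 higher and 3326 lower.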

In total, 1,372 genes were differentially expressed (*P *< 0.001) between tumors and hyperplastic glands from MMTV-*Wnt-1 *transgenic mice. Among them, expression levels for 388 differed by at least three-fold (Additional data file 7). This subgroup is likely to contain genes that are important for the evolution of hyperplastic lesions into tumors, including genes that are required for tumor cell proliferation and survival. 

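Bhmt2, an enzyme of methionine metabolism, was 20.3-fold higher in tumors than in hyperplastic glands, Anks1b 12.2-fold, Snorc 9.77-fold, Lin7c 8.27-fold and coagulation factor 7 (F7) 7.62-fold. Nckap1 rose 10.3-fold on one clone, with a ratio of 1.11 on the other, which was not called. The kinesin Kif22 rose 7.42-fold on one clone, with ratios of 0.774 to 1.63 on others. Some of the lowest genes were lower on one clone only: Tmem33 was 136-fold lower and had a ratio of 0.934 on the other clone, Ppp1r7 was 111-fold lower against 0.989 and 1.31, and Hnrnph1 was 72.2-fold lower against 1.22 to 1.84 on 3 others, and Tmem167b 81.3-fold lower against 0.986 and 1.15. Sec22b was 99-fold lower on one clone, with ratios of 0.845, also called lower, and 0.923 on others, and Ano4 117-fold lower, with 0.546 and 0.641 on others, neither called. Mup9 and Nfatc2, on single clones, were 75.7-fold and 76.2-fold lower. Of 34 adipocyte genes, 28 fell and none rose, 29 fell adjusted over the list alone (camera adjusted p = 2.65e-16, and 0.0207 with an estimated correlation), with Lpl at 0.0938 and Adipoq at 0.0705. All 12 skeletal muscle genes fell (camera adjusted p = 2.05e-10, and 0.0382 with an estimated correlation), with Tnnc2 at 0.0401, Mybpc2 at 0.127 and Actn3 at 0.293. Of 25 lymphocyte genes, 14 fell and none rose, 16 fell adjusted over the list alone (camera adjusted p = 0.00184, adjusted p = 0.278 with an estimated correlation), with Cd79b at 0.351. Of 23 proliferation genes, 19 rose and none fell (camera adjusted p = 6.34e-08, adjusted p = 0.24 with an estimated correlation), with Lig1 at 2.51-fold and Mcm2 at 2.73-fold. Of 13 Ras and MAPK feedback targets, 7 rose, 8 adjusted over the list alone (camera adjusted p = 0.00387, and 0.0207 with an estimated correlation), with Etv4 at 2.54-fold and Ier2 at 1.62-fold. Endothelial genes were lower (12 of 21 fell, 3 rose, 14 fell adjusted over the list alone, camera adjusted p = 0.00406) and myoepithelial genes higher (7 of 12 rose, 1 fell, 3 fell adjusted over the list alone, camera adjusted p = 0.0121), neither called with an estimated correlation, both at 0.24. At the paper's threshold with the 3-fold filter, 78 clones were higher and 262 lower, 340 in total (184 and 265 after quantile normalization). Of the 262 lower clones, 181 (69.1%) were at least 3-fold higher in fat than in tumors, against 0 of the 78 higher ones and 4.71% of all clones. With the fat set against Neu-induced tumors only, whose arrays are not in this comparison, it was 158 of 262 (60.3%).

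**Figure D2:**
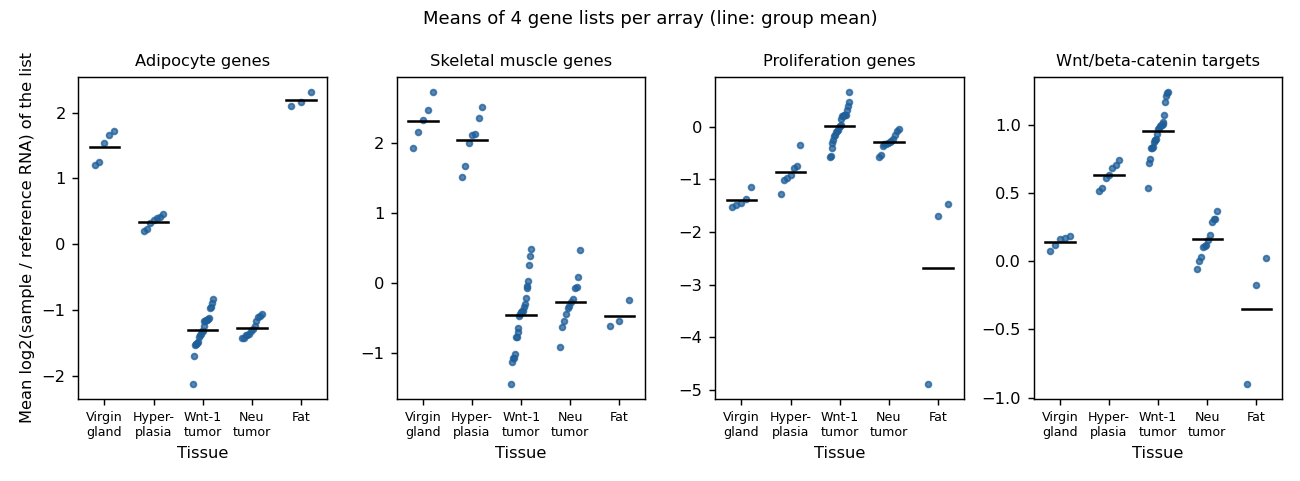
Mean log2 ratio to reference RNA of 4 gene lists in virgin glands, hyperplastic glands, Wnt-1-induced tumors, Neu-induced tumors and fat, with each point an array and each line a group mean. The adipocyte mean is 2.19 in fat, 1.47 in virgin glands, 0.34 in hyperplastic glands and -1.3 in Wnt-1-induced tumors.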

One such candidate is *c-Kit*, a proto-oncogene that is frequently overexpressed in cancers and that encodes a receptor that activates both Ras and Akt pathways. 

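Kit, which encodes a receptor tyrosine kinase, was 3.67-fold higher in tumors, at a log2 ratio of 2.75 ± 0.42 (SD, n = 23), than in hyperplastic glands, at 0.88 ± 0.45 (SD, n = 7; SE 0.18, adjusted p = 6.51e-10), and all 23 tumors lay above every hyperplastic gland. In virgin glands it was 0.12 ± 0.3 (SD, n = 5), 1.69-fold lower than in hyperplastic glands (adjusted p = 0.019).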

The expression of *c-Kit *was 3.6-fold higher in tumors than in hyperplastic lesions (Additional data file 7), although it was similarly expressed in normal virgin glands and hyperplastic mammary glands from MMTV-*Wnt-1 *transgenic mice. This is consistent with a recent report that c-Kit is highly expressed in the basal group of human breast tumors compared to other groups [38]. Using immunohistochemical staining, c-Kit protein was barely detectable in normal mammary glands from nontransgenic mice and in hyperplastic mammary glands from MMTV-*Wnt-1 *transgenic mice, but was readily and widely detected in the tumor samples from MMTV-*Wnt-1 *transgenic mice (Figure 3b).

Some of the genes that were differentially expressed between mammary tumors and hyperplastic glands in MMTV-*Wnt-1 *transgenic mice may be needed for evolution of tumors induced by both Wnt-1 and other oncogenes. Other genes may be uniquely important for induction of tumors from hyperplastic glands in MMTV-*Wnt-1 *transgenic mice. For example, certain signaling pathways may need to be activated in hyperplastic cells in MMTV-*Wnt-1 *transgenic mice before a tumor will form, but they may be optional for tumorigenesis initiated by other oncogenes. To discover genes that might be uniquely important for tumors to develop in hyperplastic glands in MMTV-*Wnt-1 *transgenic mice, we compared the 388 genes that we found to be differentially expressed between tumors and hyperplastic glands from MMTV-*Wnt-1 *transgenic mice with the 1,296 genes that we found to be differentially expressed between tumors from MMTV-*Wnt-1 *transgenic and MMTV-*Neu *transgenic mice. Fifty-six genes corresponding to 59 cDNA clones in the former group were shared in the latter group (Table 3), suggesting they might be specifically involved in neoplastic progression in MMTV-*Wnt-1 *transgenic mice. Among these 56 genes, 23 were more highly expressed and 33 were expressed at lower level in MMTV-*Wnt-1*-induced tumors than in either MMTV-*Wnt-1*-induced hyperplasia or MMTV-*Neu*-induced tumors (Table 3). 

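The cell cycle gene Ccnd1 was 5.77-fold higher in Wnt-1-induced tumors than in hyperplastic glands and was also higher than in Neu-induced tumors. The interferon regulator Irf8 was 3.29-fold and 5.09-fold higher on one clone, while a second clone had ratios of 0.241 to hyperplastic glands and 2.51 to Neu-induced tumors, and the other 2 clones of Irf8 had log2 differences of -0.628 and -0.236 to hyperplastic glands. P-cadherin (Cdh3) was 3.71-fold and 3.95-fold higher on one clone, with log2 differences of -0.037 and -0.014 on the other, and versican (Vcan) 3.19-fold and 4.43-fold higher on one clone, with 1.123 and 2.634 on the log2 scale on the other. The fatty acid transporter Cd36 had ratios of 0.0552 and 0.0929 on one clone, with log2 differences of -1.144 and -1.138 on a second clone and -0.066 and 0.13 on the last. Adig had ratios of 0.177 and 0.43 on one clone, and log2 differences of 0.201 and 0.409 on the other. At the paper's thresholds, 60 clones moved the same way in both comparisons, 17 higher and 43 lower in Wnt-1-induced tumors, where 12.3 and 39.4 would be expected if the comparisons were independent. Another 57 moved opposite ways, where 53.1 would be expected. Of the 43 lower clones, 35 were also lower in hyperplastic than in virgin glands, and 33 (76.7%) were at least 3-fold higher in fat than in tumors. None of the 17 higher clones was, and 4.71% of all clones were at least 3-fold higher in fat. The Wnt-1-induced tumors are also in the fat comparison, so part of the difference between these shares is built in. Wnt-1-induced tumors are in both comparisons, so the counts are not independent. With these tumors split between the comparisons, the medians over the splits were 17.5 higher and 39 lower clones, where 10.35 and 32.45 would be expected. Clones that moved opposite ways had a median of 50.5, where 45.3 would be expected. The paper proposes that such shared genes might take part specifically in progression of these tumors.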

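Tnfrsf19, a receptor of the tumor necrosis factor family, had ratios of 0.472, 1.48 and 3.18 in tumors to hyperplastic glands on its 3 clones (adjusted p = 1.76e-08, 6.87e-06 and 3.89e-05). The receptor Ngfr rose 3.18-fold (SE 0.35, adjusted p = 0.00026) and 1.52-fold (adjusted p = 0.00413) on its clones. Apolipoprotein D (Apod) rose 2.76-fold (SE 0.57, adjusted p = 0.0385) and Wnt5a 2.69-fold (SE 0.57, adjusted p = 0.0427) by limma; neither passed the paper's threshold. The mitochondrial protein Bnip3 was 3.84-fold lower (adjusted p = 1.05e-06), and caveolin 1 (Cav1), a scaffold of membrane caveolae, 3.91-fold, 3.56-fold and 5.5-fold lower on its clones (adjusted p = 6.38e-11, 5.28e-09 and 2.15e-14). Against Neu-induced tumors, Ngfr was 3.95-fold and 1.58-fold higher and Tnfrsf19 1.81-fold, 1.26-fold and 6.81-fold. Cav1 was higher on the same clones, by 3.06-fold, 3.67-fold and 2.98-fold. Bnip3 had a ratio of 0.526 to Neu-induced tumors (adjusted p = 0.00367), and Apod was 2.48-fold higher (adjusted p = 0.018).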

The upregulated genes (*P *< 0.001) include *TNFRSF19 *(3.5-fold), *NGFR *(3.6-fold), *apolipoprotein D *(4.7-fold), and *Wnt5a *(4.4-fold), and the downregulated genes (*P *< 0.001) include *BNIP3 *(2.5-fold) and *caveolin *(2-, 3.3-, and 3.3-fold for three separate clones). Of note, *apolipoprotein D *has been reported to be upregulated in a subset of human breast cancers [39], and caveolin 1, a negative regulator of the Ras-p42/p44 mitogen-activated protein kinase cascade, has been reported to inhibit growth in human breast cancer cells [40].

## Conclusion

Our analysis of different stages of tumorigenesis in mouse models identified changes in gene expression accompanying tumor initiation and evolution. We also extended the report by Desai and coworkers [7] that the initiating oncogene determines the expression profiles of primary mammary tumors. In addition, we observed that the tumors from MMTV-*Wnt-1 *transgenic mice are similar to each other in their global expression profiles, regardless of whether the tumors have additional genetic alterations. These data may be useful for elucidation of oncogenic signaling pathways in breast cancer initiation and evolution.

## Materials and methods

### cDNA microarray slides

The mouse 15k slides and 8.7k slides used in this study were arrayed at the National Cancer Institute microarray facility. All slides of each array type were printed in a single batch. The 8.7k slides contain the 8700 Incyte GEM1 clone set, which are mapped to 6,877 Unigene cluster IDs, among which 2,953 are named genes, 2,206 are expressed sequence tags, and 1,628 are Riken cDNAs. The 15k slides contain the 8700 Incyte GEM1 clone set and the mammary 6000 clone set; a total of 1,444 clones do not map to a Unigene cluster ID, whereas the rest of the clones map to 10,062 unique genes as defined by Unigene cluster ID. Among the 10,062 Unigene clusters, 3,750 are named genes, 3,922 are expressed sequence taqs, and 2,390 are Riken cDNAs.

### Sample information

All nontransgenic and MMTV-*Neu *transgenic animals used in this study were on the FVB background. All MMTV-*Wnt-1 *transgenic mice [14] were a mixture of FVB (>75%), SJL, and C57BL/6 strains. MMTV-*Neu *transgenic mice [41] were purchased from Jackson Laboratories (Bar Harbor, ME, USA). This transgenic line carries a rat cDNA encoding the wild-type Neu protein. Fat tissues were collected from intestinal fat in virgin FVB mice. All samples were collected fresh and snap-frozen in liquid nitrogen. RNA was extracted by Trizol (Invitorgen, Carlsbad, CA, USA). Reference RNA was a mixture of ovarian RNA (Ambion, Austin, TX, USA; Cat number 7824) and RNA extracted from tissues of liver, spleen, kidney, thymus, pancreas, lung, and normal lactating mammary gland of FVB mice of 6 months of age. All reference RNA used in this study is from a single preparation.

### cDNA microarray hybridization and data extraction

The cDNA probes were prepared from a total of 35-50 μg reference RNA and 50-75 μg sample RNA from normal, hyperplastic, or tumor tissues, as described [42,43]. The cDNA from reference RNA was labeled with cyanine 3-dUTP, and that from sample RNA was labeled with cyanine 5-dUTP. Fluorescent images of hybridized microarrays were obtained by using a GenePix 4000 scanner (Axon Instruments, Foster City, CA, USA). Microarray images were analyzed using the ArraySuite software [44,45] based on the Scanalytics IPlab platform (Scanalytics, Fairfax, VA, USA). For each cDNA probe location, fluorescence intensity ratio and its associated measurement quality (q) were calculated. The evaluation of measurement quality is based on spot size, signal to noise ratio, background uniformity, and saturation pixel percentage [45]. The range of measurement quality is from 1.0 to 0, with higher measurements reflecting better quality. Areas of the array with obvious blemishes were automatically given a low quality value.

### Statistical analysis of cDNA microarray data

Normalized log test to reference ratios and their corresponding quality measurements in each experiment were calculated as described previously [45]. A gene was excluded from further analyses (see below for description) if the average quality measurement was under 0.5 across samples in that specific comparison. Approximately 14,000 genes are suitable for analyzing on the 15k chips and 8,000 genes on the 8.7k chips.

Two methods were used to visualize the expression patterns among samples. Both used the Pearson correlation as a similarity measure. In average linkage hierarchical clustering, the distances between samples are represented on a tree called a dendrogram. In MDS, samples with similar expression ratios were placed closer to each other in three dimensional space. Average linkage hierarchical clustering analysis was implemented using the CLUSTER program, and the results were displayed using TREEVIEW [46]. MDS was developed in the MATLAB (Natick, MA, USA) environment.

A permutation t-test was used to select genes significantly differentially expressed between any two groups [47]. Here, a standard t-statistic was computed between two groups on the log-transformed ratios of each gene. The group labels were randomly permuted and the t-statistic for each gene in the permuted data set was calculated. The process was repeated 10,000 times. A *P *value was reported for each gene by comparing the observed statistic with the permutation statistics. To control for multiple comparisons, only genes with *P *values less than 0.001 were considered differentially expressed. The distribution of the significant differences expected by chance and the probability of observing as many or more differentially expressed genes were calculated from the permuted data. This latter probability is the *P *value reported in the Results and discussion section.

### Western blot analysis and immunohistochemical staining

Antibodies used include rabbit IgG directed against nidogen and c-Kit (Santa Cruz, CA, USA). Tissues were fixed in 10% neutral formalin and processed as previously described [34] to obtain paraffin sections of 4 μm in thickness. For immunohistochemistry, the sections were boiled for 15 minutes in 10 mmol/l citrate buffer of pH 6.0 (to unmask antigen epitopes). Endogenous peroxidase activity was inactivated by 10 minute incubation in 3% hydrogen peroxide, and subsequent steps were performed using Vector ABC kits and the Nova-Red substrate (Vector Laboratories, Burlingame, CA, USA) following the manufacturer's recommendations.

For Western blotting, tumors were ground to powder in liquid nitrogen and lysed in the M-PER tissue lysis solution (Pierce, Rockford, IL, USA) with gentle shaking overnight at 4°C. Proteins in resulting supernatant (25 μg protein) were denatured using 2-mercaptoethanol, resolved on 10% polyacrylamide mini-gels containing 10% sodium dodecyl sulfate, and transferred to nitrocellulose membranes. The membranes were then incubated with primary antibodies and peroxidase-conjugated secondary antibodies (Jackson Laboratories) in tris-borate buffer (1 mmol/l Tris and 13.7 mmol/l NaCl, pH 7.6)/0.05% Tween 20/5% nonfat dried milk. Proteins recognized by specific antibodies were visualized using a chemiluminescent substrate (Supersignal; Pierce).

### Accession number

The GEO accession number for the series of array data-sets is GSE2860.

## Additional data files

The following additional data are available with the online version of this article: a table listing genes differentially expressed between mammary tumors from MMTV-*Wnt-1 *and MMTV-*Neu *transgenic mice (Additional data file 1); a table listing genes differentially expressed between *Ha-Ras *mutant and *Ha-Ras *wild-type tumors in MMTV-*Wnt-1 *mice (Additional data file 2); a table listing genes differentially expressed between MMTV-*Wnt-1*-induced tumors in *p53*-null and in *p53*-wild-type background (Additional data file 3); a table listing genes differentially expressed between tumors from MMTV-*Wnt-1 *transgenic/*Pten*^+/- ^mice with loss of heterozygosity at the *Pten *locus and tumors from *Wnt-1 *transgenic/*Pten*^+/+ ^mice (Additional data file 4); a table listing genes differentially expressed between virgin mammary glands from nontransgenic mice and hyperplastic mammary glands from MMTV-*Wnt-1 *transgenic mice (Additional data file 5); a table listing genes expressed three-fold or higher in fat tissues than in mammary tumors from MMMTV-*Wnt-1 *and MMTV-*Neu *transgenic mice (Additional data file 6); and a table listing genes differentially expressed between mammary tumors and hyperplastic mammary glands from MMTV-*Wnt-1 *transgenic mice (Additional data file 7).

## Supplementary Material

Additional File 1 A table listing genes differentially expressed between mammary tumors from MMTV-*Wnt-1 *and MMTV-*Neu *transgenic mice Click here for file

Additional File 2 A table listing genes differentially expressed between *Ha-Ras *mutant and *Ha-Ras *wild-type tumors in MMTV-*Wnt-1 *mice Click here for file

Additional File 3 A table listing genes differentially expressed between MMTV-*Wnt-1*-induced tumors in *p53*-null and in *p53*-wild-type background Click here for file

Additional File 4 A table listing genes differentially expressed between tumors from MMTV-*Wnt-1 *transgenic/*Pten*^+/- ^mice with loss of heterozygosity at the *Pten *locus and tumors from *Wnt-1 *transgenic/*Pten*^+/+ ^mice Click here for file

Additional File 5 A table listing genes differentially expressed between virgin mammary glands from nontransgenic mice and hyperplastic mammary glands from MMTV-*Wnt-1 *transgenic mice Click here for file

Additional File 6 A table listing genes expressed three-fold or higher in fat tissues than in mammary tumors from MMMTV-*Wnt-1 *and MMTV-*Neu *transgenic mice Click here for file

Additional File 7 A table listing genes differentially expressed between mammary tumors and hyperplastic mammary glands from MMTV-*Wnt-1 *transgenic mice Click here for file

## Figures and Tables

**Figure 1:**
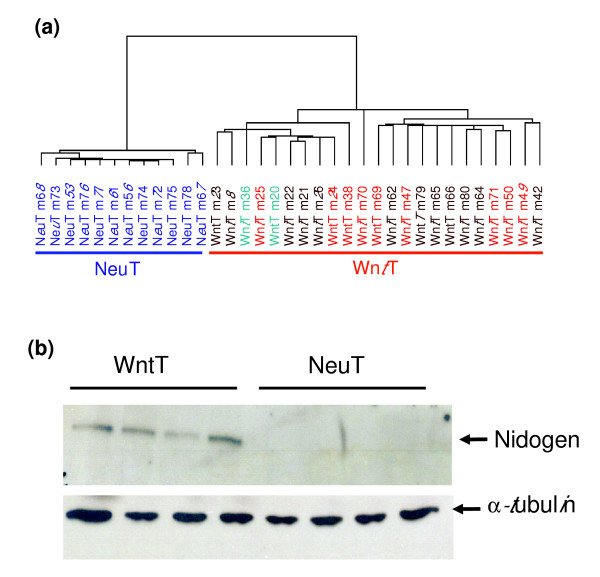
Gene expression in mammary tumors from MMTV-*Wnt-1 *versus MMTV-*Neu *transgenic mice. **(a) **Dendrogram of 35 mammary tumors analyzed by average linkage hierarchical clustering analysis using 1,932 genes selected for high variability across all tumors. 15k arrays were used. The status of *Ha-Ras *on MMTV-*Wnt-1*-induced tumors is color coded: red, wild-type; brown, mutant; green, unknown. **(b) **Western blot analysis for nidogen protein expression on representative mammary tumors from MMTV-*Wnt-1 *and MMTV-*Neu *transgenic mice. MMTV, mouse mammary tumor virus; NeuT, mammary tumors from MMTV-*Neu *transgenic mice; WntT, mammary tumors from MMTV-*Wnt-1 *transgenic mice.

**Figure 2:**
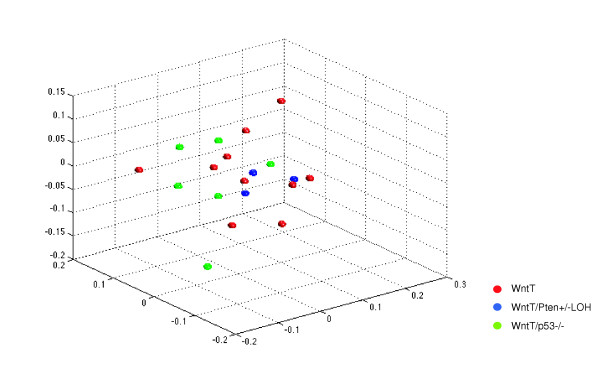
Multidimensional scaling analysis of 18 tumor samples of indicated genotypes. 8.7k arrays were used. MMTV, mouse mammary tumor virus; WntT, mammary tumors from MMTV-*Wnt-1 *transgenic mice; *WntT*/*Pten+/- *loss of heterozygosity (LOH), mammary tumors from MMTV-*Wnt-1 *transgenic/*Pten*^+/- ^mice with *Pten *loss of heterozygosity; WntT/P53-/-, mammary tumors from MMTV-*Wnt-1*/*P53*^-/- ^mice.

**Figure 3:**
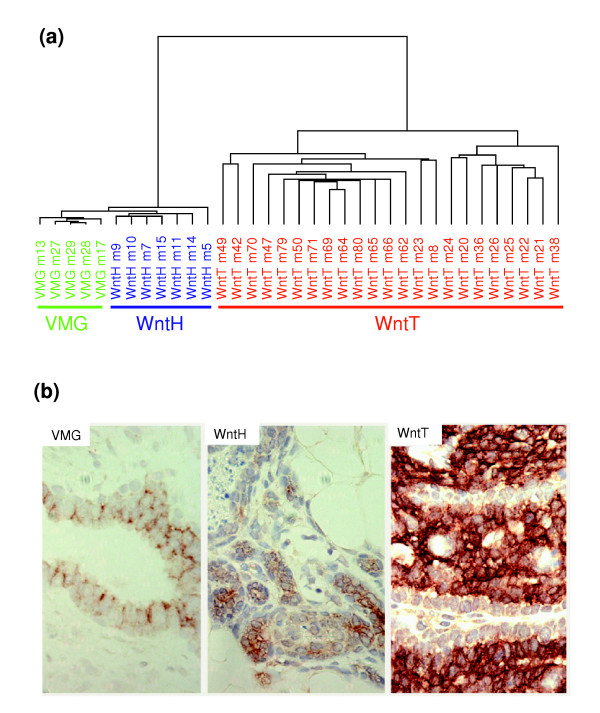
Gene expression in mammary tumor evolution in MMTV-*Wnt-1 *transgenic mice. **(a) **Dendrogram of 35 samples analyzed by average linkage hierarchical clustering analysis, using 3,359 genes selected for high variability across all samples. 15k arrays were used. **(b) **Immunohistochemical staining for c-Kit in the indicated tissue sections. A 20× objective was used. MMTV, mouse mammary tumor virus; VMG, virgin mammary glands from nontransgenic mice; WntT, mammary tumors from MMTV-*Wnt-1 *transgenic mice; WntH, hyperplastic mammary glands from MMTV-*Wnt-1 *transgenic mice.

**Table 1:** Tissue samples

Tissue type	Abbreviation	Number of samples	Age (weeks)	Array size
Normal virgin mammary gland	VMG or V	5	9	15k
Hyperplastic mammary glands from MMTV-*Wnt-1 *transgenic mice	WntH	7	9	15k
Mammary tumors from MMTV-*Wnt-1 *transgenic mice	WntT	33	9-56	15k (23 arrays), 8.7k (10 arrays)
Mammary tumors from MMTV-*Neu *transgenic mice	NeuT	12	32-60	15k
Normal fat tissue	Fat	3	12	15k
Mammary tumors from MMTV-*Wnt-1 *transgenic/*P53*^-/- ^mice	WntT/p53^-/-^	6	9-14	8.7k
Mammary tumors from MMTV-*Wnt-1 *transgenic/*Pten*^+/- ^mice with LOH at the *Pten *locus	WntT/Pten^+/-^LOH	3	12-21	8.7k

LOH, loss of heterozygosity; MMTV, mouse mammary tumor virus.

**Table 2:** Numbers of genes that are differentially expressed

Comparisons		Number of genes differentially expressed		
Tissue A (number of samples)	Tissue B (number of samples)	Total	Up	Down

WntH (7)	VMG (5)	584	121	463
WntT (23)	WntH (7)	388*	112	276
WntT (23)	NeuT (12)	1,296	624	672
NeuT (12)	VMG (5)	1,263*	419	844
WntT, H-ras mutant (12)	WntT, H-ras wild-type (9)	40	31	9
WntT/p53^-/-^	WntT (10)	113	43	70
WntT/Pten^+/- ^LOH (3)	WntT (10)	115	45	70

Expression ratio is computed by dividing the average expression level of the A group by the average expression level of the B group. The numbers of differentially expressed genes were determined by random permutation (*P *< 0.001), as described in the Materials and method section. *In selected comparisons, to reduce potential false signals due to stromal effects, the genes that were less than three-fold different in expression were filtered out from the listed total number of genes. LOH, loss of heterozygosity.

**Table 3:** List of genes potentially specifically involved in neoplastic progression in MMTV-*Wnt-1 *transgenic mice

			Expression ratio		
			
Image ID	Gene name	Symbol	WntH/V	WntT/WntH	WntT/NeuT
474107	Tumor necrosis factor receptor superfamily, member 19	Tnfrsf19	2.56	3.48	6.23
406897	Retinol binding protein 1, cellular	Rbp1	2.93	3.02	1.96
572428	Cell cycle cyclin D1 Mm.35804 Cyclin D1	Ccnd1	=	5.53	1.97
536306	Hormone/GF growth/diff 1 Mm.22621 Procollagen type I α1	Col1a1	=	3.04	3.27
536526	ESTs		=	8.8	5.95
329780	Cadherin 3	Cdh3	=	3.74	3.96
427360	*Mus musculus*, clone IMAGE:3590270, mRNA, partial cds	LOC192176	=	3.5	2.44
638805	Expressed sequence AI504637		=	3.3	2.27
355990	Chondroitin sulfate proteoglycan 2	Cspg2	=	3.62	5.05
574500	ESTs		=	4.13	1.65
476431	Nerve growth factor receptor	Ngfr	=	3.61	6.34
680894	Glial cell line derived neurotrophic factor family receptor α1	Gfra1	=	4.74	4.05
482943	Odd-skipped related 1 (*Drosophila*)	Osr1	=	4.1	3.65
695687	Calponin 2	Cnn2	=	3.49	2.54
335572	Dihydropyrimidinase-like 3		=	3.27	7.61
621246	Interferon concensus sequence binding protein	Icsbp	=	3.38	4.91
482170	Four jointed box 1 (*Drosophila*)	Fjx1	=	4.13	3.78
468019	IL-17b	Il17b	=	4.27	5.37
373716	Tumor-associated calcium signal transducer 2	Tacstd2	=	4.16	3.69
479405	ESTs		=	3.01	4.95
722262	Wingless-related MMTV integration site 5A	Wnt5a	=	4.44	9.23
719592	GATA binding protein 2	Gata2	=	6.06	10.54
1247541	Apolipoprotein D	Apod	=	4.67	3.86
331186	Caveolin, caveolae protein, 22 kDa	Cav1	0.31	0.29	3.67
596968	Caveolin, caveolae protein, 22 kDa	Cav1	0.3	0.31	3.05
948509	Caveolin, caveolae protein, 22 kDa	Cav1	0.52	0.18	3
386555	CD36 antigen	Cd36	0.21	0.06	0.08
832585	ESTs		0.21	0.06	0.21
620819	transcription elongation factor A (SII) 1	AI158848	0.24	0.07	0.25
831701	ESTs		0.2	0.09	0.25
775253	ESTs		0.16	0.07	0.22
334182	Unknown		0.24	0.06	0.21
493675	Riken cDNA 2700018N07 gene	Scd1	0.18	0.1	0.21
571367	Riken cDNA 2410012F02 gene		0.24	0.11	0.27
463388	Epoxide hydrolase 2, cytoplasmic	Ephx2	0.3	0.11	0.41
374030	EST		0.25	0.11	0.33
1067881	Fc receptor, IgG, low affinity III	Fcgr3	0.36	0.16	0.26
474184	Expressed sequence AW554339		0.3	0.15	0.33
579349	Expressed sequence AI593221	2410127E18Rik	0.29	0.18	0.23
874232	Riken cDNA 1110025G12 gene	1110025G12Rik	0.33	0.19	0.56
891453	Expressed sequence AI315208	AI315208	=	0.2	0.16
1399595	Riken cDNA 2810422B09 gene	1810061M12Rik	0.3	0.18	0.4
737745	ESTs		0.34	0.17	0.37
876063	BCL2/adenovirus E1B 19 kDa-interacting protein 1, NIP3	Bnip3	0.38	0.27	0.62
850642	Epoxide hydrolase 2, cytoplasmic	Ephx2	0.18	0.22	0.44
1248105	Expressed sequence AI595343	AI595343	0.42	0.21	0.37
330661	*Mus musculus *golli-interacting protein mRNA, complete cds	Nif3	0.66	0.21	0.22
1349720	Apoptosis NIP3, Bcl-2-binding protein homolog (Nip3) mRNA	Bnip3	0.37	0.29	0.52
1067414	Expressed sequence AI413399	1110001E17Rik	=	0.24	0.52
832584	ESTs, Weakly similar to STHM MOUSE STATHMIN [*M. musculus*]		0.31	0.21	0.46
876369	Amyotrophic lateral sclerosis 2 (juvenile) homolog (human)	Als2	0.41	0.29	0.39
764542	ESTs, Weakly similar to GPRY_mouse probable G protein-coupled receptor GPR34 [*M. musculus*]	Gpr43	0.49	0.24	0.43
1248075	Transcription factor 1	Tcf1	0.29	0.31	0.36
949592	ESTs, Moderately similar to hypothetical protein [*H. sapiens*]		=	0.32	0.22
1195295	Actinin α3	Actn3	=	0.29	0.43
820307	A kinase (PRKA) anchor protein (gravin) 12	Akap12	=	0.31	0.08
864409	Riken cDNA 1200013I08 gene	1200013I08Rik	0.47	0.33	0.39
947659	Riken cDNA 2310016E22 gene	2310016E22Rik	=	0.33	0.37
1396547	Myosin binding protein H		=	0.25	0.45

This list displays genes that are differentially expressed between mammary tumors (WntT) and hyperplastic mammary gland (WntH) from MMTV-*Wnt-1 *transgenic mice, and that are also differentially expressed between WntT and mammary tumors from MMTV-*Neu *transgenic mice (NeuT). Genes are sorted according to the average ratio of WntT versus WntH. A numeric ratio is displayed if the gene expression meets the criteria (statistical significance and fold cutoff) described in Table 2; otherwise, it is marked as '=', indicating that there is no significant difference between the two sets of samples in comparison. EST, expressed sequence tag; MMTV, mouse mammary tumor virus.

# Supplementary material for: Changes in gene expression during the development of mammary tumors in MMTV-Wnt-1 transgenic mice
**Source:** Genome Biol. 2005 Sep 30;6(10):R84. doi: 10.1186/gb-2005-6-10-r84
**Supplement:** Additional File 1 — A table listing genes differentially expressed between mammary tumors from MMTV-Wnt-1 and MMTV-Neu transgenic mice

*Genes also differentially expressed among tumors from MMTV-Neu , MMTV-Ha-Ras, MMTV-c-Myc, MMTV-polyoma middle T antigen (PyMT), C3(1)/simian virus 40 (SV40) T/t antigen, and Wap-SV40 T/t antigen TG mice using the 8.7k chips reported by Desai *et al.* [7].

**Expression ratio is computed by dividing the average expression value of MMTV-Wnt-1-induced tumors by that of MMTV-Neu-induced tumors. P=<0.001. ESTs and riken cDNAs were excluded. Data generated from 15k chips.

# Supplementary material for: Changes in gene expression during the development of mammary tumors in MMTV-Wnt-1 transgenic mice
**Source:** Genome Biol. 2005 Sep 30;6(10):R84. doi: 10.1186/gb-2005-6-10-r84
**Supplement:** Additional File 2 — A table listing genes differentially expressed between Ha-Ras mutant and Ha-Ras wild-type tumors in MMTV-Wnt-1 mice

| **Additional data file 2. Genes differentially expressed between Ha-Ras mutant and Ha-Ras wild-type tumors in MMTV-Wnt-1 mice** | | | |
| --- | --- | --- | --- |
| **Image ID** | **Gene Name** | **Symbol** | **Expression Ratio*** |
| 888512 | Small praline-rich protein 2A | Sprr2a | 3.94 |
| 438481 | “adaptor-related protein complex AP-3, sigma 2 subunit” | Ap3s2 | 3.37 |
| 348245 | Keratinocyte differentiation associated protein | Krtdap | 3.34 |
| 581020 | X transporter protein 2 | Xtrp2 | 1.86 |
| 440103 | ectonucleotide pyrophosphatase/phosphodiesterase 2 | Enpp2 | 1.79 |
| 672405 | small proline-rich protein 1A | Sprr1a | 1.7 |
| 1247224 | cathepsin E | Ctse | 1.55 |
| 737373 | "mannose binding lectin, liver (A)" | Mbl1 | 1.53 |
| 776543 | "solute carrier family 2 (facilitated glucose transporter), member 2" | Slc2a2 | 1.51 |
| 570673 | cytoskeletal crystallin | Crym | 1.5 |
| 820137 | CD6 antigen | Cd6 | 1.5 |
| 550993 | "cytochrome P450, 4a10" | Cyp4a10 | 1.42 |
| 762549 | prostate cancer overexpressed gene 1 | Pov1 | 1.41 |
| 465060 | Tripartite motif protein 10 |  | 1.38 |
| 634235 | "casein kinase 1, epsilon" | Csnk1e | 1.34 |
| 472942 | Similar to CREB/ATF family transcription factor, | LOC208677 | 1.31 |
| 680146 | formiminotransferase cyclodeaminase | Ftcd | 1.3 |
| 493244 | "cytochrome P450, 4a14" | Cyp4a14 | 1.27 |
| 888602 | claudin 2 | Cldn2 | 1.21 |
| 656701 | dimethylarginine dimethylaminohydrolase 1 |  | 1.06 |
| 348115 | chloride intracellular channel 3 | Clic3 | 1.02 |
| 335736 | "keratin complex 2, basic, gene 6a" | Krt2-6a | 0.9 |
| 831635 | cholecystokinin | Cck | 0.68 |
| 948648 | "protein phosphatase 1, regulatory (inhibitor) subunit 7" | Ppp1r7 | 0.65 |
| 484289 | "protease, serine, 20" | Prss20-pending, TLSP | 0.61 |
| 1179683 | Similar to chloride channel calcium activated 1 | Clca1 | 0.6 |
| 875031 | casein kappa | LOC232158 | 0.59 |

* The average expression value of tumors carrying Ha-Ras mutation divided by that of tumors with Ha-Ras wild-type in MMTV-Wnt-1 TG mice. p=<0.001. ESTs and riken cDNAs were excluded.

# Supplementary material for: Changes in gene expression during the development of mammary tumors in MMTV-Wnt-1 transgenic mice
**Source:** Genome Biol. 2005 Sep 30;6(10):R84. doi: 10.1186/gb-2005-6-10-r84
**Supplement:** Additional File 3 — A table listing genes differentially expressed between MMTV-Wnt-1-induced tumors in p53-null and in p53-wild-type background

*The average expression value of tumors in MMTV-Wnt-1/p53-/- mice divided by that of tumors in MMTV-Wnt-1/p53+/+ mice. p=<0.001. ESTs and riken cDNAs were excluded.

# Supplementary material for: Changes in gene expression during the development of mammary tumors in MMTV-Wnt-1 transgenic mice
**Source:** Genome Biol. 2005 Sep 30;6(10):R84. doi: 10.1186/gb-2005-6-10-r84
**Supplement:** Additional File 4 — A table listing genes differentially expressed between tumors from MMTV-Wnt-1 transgenic/Pten+/- mice with loss of heterozygosity at the Pten locus and tumors from Wnt-1 transgenic/Pten+/+ mice

*The average expression value of tumors from MMTV-Wnt-1 TG/Pten+/- mice with LOH divided by that of tumors from MMTV-Wnt-1 TG/Pten+/+ mice. p=<0.001. ESTs and riken cDNAs were excluded.

# Supplementary material for: Changes in gene expression during the development of mammary tumors in MMTV-Wnt-1 transgenic mice
**Source:** Genome Biol. 2005 Sep 30;6(10):R84. doi: 10.1186/gb-2005-6-10-r84
**Supplement:** Additional File 5 — A table listing genes differentially expressed between virgin mammary glands from nontransgenic mice and hyperplastic mammary glands from MMTV-Wnt-1 transgenic mice

*The average expression value of hyperplastic mammary glands from MMTV-Wnt-1 TG mice divided by that of virgin mammary glands from non-TG mice. p=<0.001. ESTs and riken cDNAs were excluded.

# Supplementary material for: Changes in gene expression during the development of mammary tumors in MMTV-Wnt-1 transgenic mice
**Source:** Genome Biol. 2005 Sep 30;6(10):R84. doi: 10.1186/gb-2005-6-10-r84
**Supplement:** Additional File 6 — A table listing genes expressed three-fold or higher in fat tissues than in mammary tumors from MMMTV-Wnt-1 and MMTV-Neu transgenic mice

*The average expression value of fat tissues divided by that of mammary tumors from MMTV-Wnt-1 TG mice and MMTV-Neu TG mice. p=<0.001. ESTs and riken cDNAs were excluded.

# Supplementary material for: Changes in gene expression during the development of mammary tumors in MMTV-Wnt-1 transgenic mice
**Source:** Genome Biol. 2005 Sep 30;6(10):R84. doi: 10.1186/gb-2005-6-10-r84
**Supplement:** Additional File 7 — A table listing genes differentially expressed between mammary tumors and hyperplastic mammary glands from MMTV-Wnt-1 transgenic mice

*Genes expressed at least 3-fold more (p=< 0.001) in fat tissues than in mammary tumors from both MMTV-Wnt-1 and MMTV-Neu TG mice.

**The average expression value of tumors from MMTV-Wnt-1 TG mice divided by that of hyperplastic mammary glands from MMTV-Wnt-1 TG mice. p=<0.001. ESTs and riken cDNAs were excluded.

How the deposited data were processed for this re-analysis (not part of the article)

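Gene expression was measured with spotted mouse cDNA arrays hybridized with Cy5-labeled sample RNA and Cy3-labeled reference RNA. The 15k arrays (65 arrays of 15360 spots) held 23 Wnt-1-induced and 12 Neu-induced mammary tumors, 7 hyperplastic glands of MMTV-Wnt-1 mice, 5 virgin glands of nontransgenic mice, 3 fat samples, and 15 lung metastases that the paper does not analyse (10 from MMTV-Wnt-1 mice, 3 from MMTV-Neu mice and 2 from mice injected in the tail vein with Neu tumor cells). The 8.7k arrays (8832 spots) compared here held 10 Wnt-1-induced and 6 p53 null tumors. One comparison on the 8.7k arrays is not reported here.

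The authors scanned the slides, scored the quality of each spot, normalized each array, and left out genes whose mean quality was under 0.5. The values used here are their normalized log2 ratios of sample to reference. The base of 2 was tested on the values: ratios under 0.01 are whole multiples of 1e-04 within a tolerance of 0.02. Quality scores were not analysed here, so the quality filter was not repeated and every clone was tested. Array medians lay between -0.144 and 0.0431 on the 15k and between -0.0641 and 0.018 on the 8.7k arrays. On the 15k arrays 8 of 998400 values were missing, 3031 ratios were under 0.01 and 153 over 100. The SD of an array's log2 ratios had a median of 0.936 and ran from 0.67 to 2.59. The number of arrays limits the precision.

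Clones were named by the symbols of the probe tables. On the 15k arrays 11860 clones carried a single symbol, 705 several and 2795 none. The clone numbers the paper prints are not in the probe tables, so genes the paper names were matched by symbol and each of their clones is given. A few genes the paper names have no clone that carries their symbol alone.

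Groups were compared clone by clone in R 4.3.3 with limma 3.58.1 (lmFit and eBayes), with Benjamini-Hochberg adjusted p under 0.05, for clones with a value in at least 50% of the arrays of each group and in at least 2. Beside it stands a count at the paper's threshold: a permutation test of the kind in the paper's methods at P under 0.001, with permuted statistics from 100 regroupings pooled over clones, and a 3-fold filter where the paper applied one. A gene-wise form with 10000 permutations, or all splits where fewer, was an alternative. Folds are ratios of geometric means. Single values were compared by exact permutation tests, or with 1e+05 permutations, all two-sided. The distance between arrays was 1 minus their Pearson correlation, over clones with a value on every array. Shares of squared distance came from vegan 2.7.1 (adonis2) over all such clones. Clustering used average linkage on the same distance, over the 1932 clones of largest SD for tumors and the 3359 of largest SD for glands and tumors.

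Gene lists were tested with camera at a preset correlation of 0.01 and with an estimated correlation, and with fry, after clones were averaged per gene. The 21 lists were Wnt and beta-catenin targets, myoepithelial, luminal, milk, adipocyte, lymphocyte, macrophage, extracellular matrix, endothelial, skeletal muscle, proliferation, glycolysis and hypoxia, p53 targets, interferon response, retinoid signaling, keratinizing epithelium, Ras and MAPK feedback targets, lung epithelium, ribosomal proteins, the progenitor markers the paper names and the epithelial markers the paper names. Genes named in the text are those the paper names, the 8 clones of largest rise and the 8 of largest fall among called clones with a gene symbol, and the 3 list members of smallest adjusted p, with further genes marked where they were chosen after their values were seen. The paper's tables had been read before this rule and the lists were written.

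The alternatives were array centring, quantile normalization, filters on missing values, all groups in one fit, and eBayes with trend and robust. Others were clones averaged per gene, permutation per clone, ratios of arithmetic means, and blocks by the numbers in the sample titles. Clone counts were also taken without each virgin gland, fat and Neu metastasis array in turn, but not without single p53 null tumors. Added after the values were seen were centring and quantile normalization for the gene lists, centring for the interaction, ratios beyond 0.01 or 100 set missing, leaving out arrays of SD over 1.3, a 1.8-fold minimum, a test on linear ratios, further divisions of the tree of glands and tumors with a tree of the glands alone, the lists in fat without each fat array, and the lists of small groups without single arrays. The fits were tested on simulated data, in which changes of 1.5, 2 and 4-fold were added to known clones. All these changes were in the same data, so recovery of a few small changes alone was not tested. No comparison across the array types was made.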

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

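Chosen after the results were seen were the tests without arrays of wide spread and the list tests without single arrays (tumors 88 and 93, and Neu metastasis 56); the other tests were chosen before. Chance puts about 1 in 20 groups beyond the limit for a lone sample: of 176 groups of 4 to 10 samples, 8 had a sample beyond it, where 8.8 are expected by chance, so these samples are as many as chance gives.

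A lone sample stood far from the others of its group in 8 cases. Virgin gland 13 had the lowest myoepithelial list mean, -0.2 against -0.06 for the next, and the highest Ras and MAPK feedback mean, -0.27 against -0.34. Hyperplastic gland 9 had the highest Ccnd1 log2 ratio, 1.03 against -0.15. On the 8.7k arrays, p53 null tumor 88 had the lowest luminal list mean (-0.47 against 0.43), Wnt-1-induced tumor 93 the highest (1.23 against 0.91; the list was lower in p53 null tumors with camera adjusted p = 0.0166, but 0.209 without tumor 88 and 0.0366 without 93), and Wnt-1-induced tumor 96 the highest muscle list mean (0.43 against -0.21). Wnt-1 metastasis 49 had the lowest retinoid list mean (-0.91 against -0.48). Among 5 Neu metastases, tail-vein samples included, number 61 had the highest lung list mean (-0.25 against -1.3).

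The lung metastases were not analysed in the paper. Against the primary tumors, 710 of 15360 clones differed in the 10 Wnt-1 metastases (380 higher, 330 lower) and 29, all higher, in the 5 Neu metastases. Neither count is stable. The Wnt-1 count was 337 without arrays of wide spread. The Neu count was 12 without number 56, 19 (18 higher, 1 lower) without number 61 and 18 (16 higher, 2 lower) after quantile normalization. It was 56 (44 higher, 12 lower) with all groups in one fit and 17 with trend and robust. With clones averaged per gene the counts were 424 for Wnt-1 and 17 (16 higher, 1 lower) for Neu metastases. These are of 7766 genes in place of 15360 clones, so their fall does not bear on stability. Permutation per clone, adjusted, gave 0 for Neu metastases. Its 6188 splits allow no p under 0.000162, so a set as small as the 29 could not pass the adjustment. The lung secretoglobin Scgb1a1 was 170-fold higher in Wnt-1 metastases, at 0.58 ± 1.45 (SD, n = 10) against -6.83 ± 1.04 (SD, n = 23), and 30.1-fold higher in Neu metastases. The surfactant gene Sftpc was 80.3-fold and 28-fold higher. Of 17 lung epithelial genes, 12 rose and none fell in Wnt-1 metastases (camera adjusted p = 2.39e-26, and 0.000104 with an estimated correlation), and 5 rose in Neu metastases (camera adjusted p = 1.25e-14, and 0.0349 with an estimated correlation, but 0.0678 without number 56). Endothelial genes were higher as a list in both: 8 rose and 1 fell of 21 in Wnt-1 metastases (camera adjusted p = 1.39e-12, and 0.00449 with an estimated correlation), and 4 rose and none fell in Neu metastases (camera adjusted p = 2.8e-12, and 0.00181 with an estimated correlation), with Icam2 at 2.41-fold and 1.94-fold.

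RNA from lung tissue around the metastases is a candidate source of these transcripts. Across the Wnt-1 metastases, the clones called higher outside the lung list had a median correlation with the array's lung list mean of 0.526 (366 clones, permutation p = 0.0015), while clones called lower had -0.164 and all clones -0.013. Without arrays of wide spread the camera adjusted p of the lung list was 1.23e-28, which argues against those arrays as the source. A change in the tumor cells themselves stays open as untested.

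The metastasis effect differed between the oncogenes for 16 clones by an interaction term (9 without arrays of wide spread), with 1153 at an unadjusted p under 0.05. Of the 16, 11 had a higher log2 difference of metastasis and primary in Wnt-1 than in Neu, and 5 a lower one. The lung secretoglobin Scgb3a2 differed by 3.67 on the log2 scale and the heme synthesis gene Alas1 by 1.68. The lung list mean also rose more in Wnt-1 metastases, at -0.13 against -2.31 in primaries. In Neu metastases it was -1.01, and -1.65 in the tail-vein samples, against -2.42. Whether differing amounts of lung RNA give the interaction was not tested. Of 100 shuffles of metastasis and primary within each oncogene, 2, the real one included, gave as many as 16 clones, and the highest other gave 25. These shuffles also remove the metastasis effect that both oncogenes share. They therefore cannot decide whether chance gives the interaction count. For the metastases against primaries chance can be excluded: in each case 1 of 100 splits, the real one, gave as many, and the highest other gave 2 in both.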

How the results depend on the processing

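Alternatives marked as added were chosen after the data were seen; the others were set before the data were examined. No tested gene or list changed direction while called, but the majority among the clones called did turn in some comparisons (below). With camera at the preset correlation, 649 list results did not change in call status, a number that includes lists called in neither setting. Another 14 gained a call and 8 lost one. The alternatives were centring, quantile normalization, ratios beyond 0.01 or 100 set missing and arrays of wide spread left out, for the lists all added. These leave out the correlation itself: with an estimated correlation 18 lists were called, against 63, and fry, which does not compare a list with other genes, called 85. Of the other results, 528 values of named genes did not change in call status and 21 lost a call. Of the counts and summary values, 205 stayed within 1.5 times or 1 SD and 49 did not. Except where stated, the cause was not tested.

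With clones averaged per gene fewer features are tested, so counts fell. The limma counts were 3555 for Wnt-1-induced against Neu-induced tumors, 1851 for hyperplastic against virgin glands, 3427 for tumors against hyperplastic glands, 4320 for Neu-induced tumors against virgin glands, 4206 for fat, 424 for Wnt-1 metastases and 17 for Neu metastases. At the paper's threshold they were, in the same order, 2529, 866, 151, 586, 705, 328 and 38, and 7 for Ha-Ras and 88 for p53 null tumors.

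A 1.8-fold minimum (added) left 1242 clones for Wnt-1-induced against Neu-induced tumors, 753 for hyperplastic against virgin glands, 1 for Ha-Ras, 29 for p53 null, 196 for Wnt-1 and 29 for Neu metastases, since it removes small differences. The permutation per clone gave 0 for hyperplastic against virgin glands at the paper's threshold, where 792 splits allow no p under 0.00126. It also gave 0 adjusted for Neu metastases, where 6188 splits allow no p under 0.000162. A test on linear ratios (added) gave 935 clones for fat.

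For p53 null tumors the limma count of 39 became 22 with arrays centred, 5 with quantile normalization, 60 with all groups in one fit and 63 with trend and robust. Its split of 13 higher and 26 lower became 10 and 12 with centring and 3 and 2 with quantile normalization. By limma, more clones were lower in Neu-induced tumors than in virgin glands (3831 higher, 4192 lower), and more were higher with centring (4289 and 3851) and quantile normalization (4542 and 3869). The same turn came for tumors against hyperplastic glands (3085 and 3326, then 3336 and 2996, and 3691 and 3271, and 3489 and 3402 with tumors numbered 8 to 38) and for Wnt-1-induced against Neu-induced tumors (3332 and 3360, then 3382 and 3298, and 3613 and 3345, and 3613 and 3513 without arrays of wide spread, added). For fat the 3343 higher and 4851 lower became 2775 and 2754 without fat 44, and 2994 and 2945 without arrays of wide spread (added). For Wnt-1 metastases the 380 and 330 became 383 and 502 with all groups in one fit, and 393 and 398 with permutation per clone adjusted. Counted at the paper's threshold, 2425 higher and 2307 lower in Wnt-1-induced than in Neu-induced tumors became 1923 and 2021 with Wnt-1-induced tumors numbered 42 and above, 599 and 643 with a 1.8-fold minimum (added) and 2294 and 2447 on linear ratios (added), and 723 and 693 for fat became 325 and 380 with clones averaged per gene. For Neu metastases the 29 became 18 with quantile normalization, 56 with all groups in one fit and 17 with trend and robust. Quantile normalization also moved the split at the paper's threshold, to 184 and 265 for tumors against hyperplastic glands, 552 and 772 for Neu-induced tumors against virgin glands, 610 and 376 for fat, 7 and 3 for Ha-Ras and 50 and 22 for Neu metastases.

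Leaving out 1 array in turn gave 697 to 976 clones for fat at the paper's threshold, with 697 without fat 44 and 896 without fat 45 against 1416. Of the lists in fat (each array left out, added), Wnt and beta-catenin targets were called lower only without fat 44 (camera adjusted p = 0.018, and 0.111 with all), and Ras and MAPK feedback targets were not called without fat 45 (0.0644) or 46 (0.0658). With an estimated correlation, luminal genes were called without fat 44 (8.47e-05) or 46 (0.0371), and Ras and MAPK feedback targets without fat 44 (0.0246). Leaving out 1 Neu metastasis gave 12 to 29 clones by limma, with 12 without number 56 and 19 without number 61. Hyperplastic against virgin glands ran from 2311 to 3636 by limma. Without arrays of SD over 1.3 (added), fat gave 5939 clones by limma and 728 at the paper's threshold, and Wnt-1 metastases 337 and 355. The interaction gave 9. Fewer samples are tested there.

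Lists were also tested without single arrays (added). For p53 null tumors, proliferation, ribosomal and lymphocyte genes kept their calls without any single p53 null tumor or Wnt-1-induced tumor 93 or 96, and the other calls did not. Without p53 null tumor 88 the calls of luminal (camera adjusted p = 0.209, list difference -0.25 against -0.42), endothelial (0.136), interferon (0.128), adipocyte (0.108), p53 target (0.0678) and macrophage genes (0.0652) were lost. Macrophage genes lost theirs also without 86 (0.123), 89 (0.164), 90 (0.0723) or Wnt-1-induced tumor 93 (0.0566), p53 targets without 86 (0.0529), 90 (0.0664), 91 (0.0649) or 93 (0.0645), adipocyte genes without 89 (0.164) or 90 (0.086), and interferon genes without 86 (0.162). Calls were gained by keratinizing genes without 88 (0.0448), lung genes without 87 (0.042) or 93 (0.0438), glycolysis genes without 86 (0.0481), and the markers the paper names without 86 (0.0481), 90 (0.0424), 93 (0.0366) or 96 (0.0402). Against virgin glands, myoepithelial genes were called in hyperplastic glands without virgin gland 28 (0.0486) or 29 (0.0447), extracellular matrix genes without 13 (0.0351), and luminal genes in Neu-induced tumors without 17 (0.0464). With an estimated correlation, Wnt target, adipocyte and keratinizing genes in hyperplastic glands lost their calls without 17 (0.0509) or 27 (0.0503), endothelial genes gained one without 13 (0.0357), and endothelial genes in Neu-induced tumors lost theirs without 17 (0.0557), 27 (0.064) or 29 (0.0552). Without Wnt-1 metastasis 49, proliferation genes gained a call (0.0222) and ribosomal genes lost one (0.0503); without Neu metastasis 56, lung genes lost theirs with an estimated correlation (0.0678).

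The numbers in sample titles were not taken to pair the metastases with primaries, since not every correlation was over 0.1: over 7 shared Wnt-1 numbers it ran from -0.062 to 0.283, with 3 over 0.1, and over 5 for Neu from -0.094 to 0.172, with 3 over 0.1. The primary of the same number was the best match for 1 of 7 Wnt-1 and 3 of 5 Neu metastases, so a pairing of some of them stays open. With a replicate block over shared numbers only the Wnt-1 count was 102, and 176 without the block (added), and with a random replicate block it was 797 for Wnt-1 and 32 for Neu metastases.

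The oncogene tree gave an index of 1 with 500 clones, with complete linkage and without arrays of wide spread (added), and -0.027 with all clones, as with 1932. The tree of glands and tumors (further division added) first parted the glands at 8 clusters, wholly by tissue. With all clones that came at 5 clusters (index 0.667 among the glands), with 500 clones at 9 (index -0.049, a lone hyperplastic gland) and with complete linkage at 6 (index 0.665). The tree of the glands alone (added) followed the tissue with 1 exception, complete linkage (index -0.036). With 1932 clones the share of distance was 6.95% for Ha-Ras and 46.9% for the oncogene. The marker ratio was 1.26 with the luminal and myoepithelial lists. Spot intensities were not analysed here, so the limit that signal over background sets is unknown.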

Differences from the paper's values

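The paper's count of differing genes between hyperplastic and virgin glands is 584 (the paper's 121 higher and 463 lower), and here 1658 clones passed its threshold (668 higher, 990 lower). With clones averaged per gene the total (866) and the lower count (502) fall within 1.5 times the paper's. The lower count also does without virgin gland 28 (649) or 29 (677). Averaging tests 7766 genes in place of 15360 clones, so its smaller counts do not show that the gap closes. Centring (1601), quantile normalization (1644), both filters on missing values (1658), the permutation per clone (0) and the other leave-outs do not close it, and none closes the higher count. The added 1.8-fold minimum, chosen after seeing the values, gives 753, and drops 8 of 93 matched genes of the paper's list.

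Between Wnt-1-induced and Neu-induced tumors the paper's count is 1296 (the paper's 624 and 672), and here it is 4732 (2425 and 2307). No alternative set before the data were examined reaches it: centring gave 4742, quantile normalization 4744, the filters 4732, clones averaged per gene 2529, permutation per clone 4637, and Wnt-1-induced tumors numbered 42 and above 3944. The added 1.8-fold minimum gives 1242; it was chosen after seeing the values and drops 29 of 228 matched genes of the paper's list.

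The paper's printed lists hold only part of the genes it counts: 560 of 1296 between the oncogenes, 265 of 584 for hyperplastic against virgin glands, 184 of 388 for tumors against hyperplastic glands, 295 of 741 for fat, 60 of 113 for p53 null tumors and 27 of 40 for Ha-Ras. Of the listed genes matched on 1 clone, the paper's direction was found for 225 of 228 between the oncogenes (202 at P under 0.001), 93 of 93 for hyperplastic against virgin glands (59), 70 of 73 for tumors against hyperplastic glands (64), 89 of 91 for fat (80; its printed ratios were read as tumors over fat, as the list's title of genes higher in fat requires and opposite to its note), 29 of 30 for p53 null tumors (6) and 10 of 12 for Ha-Ras (0).

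For Ha-Ras the paper's count is 40 (the paper's 31 and 9), and here 12 (10 and 2), with 7 to 14 over the alternatives set before the data were examined and 1 to 14 over those added later, none within 1.5 times. For tumors against hyperplastic glands at P under 0.001 without a fold filter, the paper's count is 1372 and here it is 3900; with permutation per clone it is 4007, which does not close it.

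Of 45 folds the paper states, 21 lie within 1.1 times by geometric means and 28 by ratios of arithmetic means (median absolute log2 difference 0.179 and 0.0238). For Wnt5a the paper's 9.2 is 4.62 here and 7.35 by arithmetic means, for Stra6 the paper's 9.0 is 5.45 and 8.02, and for Krt6a the paper's 13 is 6.64 and 4.95, which is farther; by geometric means none of the 3 lies beyond the replicate SD, and by arithmetic means Krt6a alone does.

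For Tnfrsf19 the paper's fold over hyperplastic glands is 3.5 (the paper's Table 3: 3.48), and here the first clone has 0.472, with 0.481 centred, 0.48 after quantile normalization and 0.475 by arithmetic means, none closing it. Against Neu-induced tumors the paper's Table 3 gives 6.23 and the first clone here 1.81 (1.82, 1.97 and 1.81 under the same alternatives). The first clone is the one of smallest adjusted p, since clone numbers could not be matched. Of the other clones, with 1.48 and 3.18 over hyperplastic glands, the latter alone passes the thresholds of both comparisons, as the clones of Table 3 do: it has 6.81 over Neu-induced tumors, and 3.49 and 6.23 by arithmetic means, so for that clone there is no difference. For Cav1 the paper's folds lower than in hyperplastic glands include 3.3 and 2, and here they are 5.5 (5.39, 5.69 and 5.57) and 3.56 (3.49, 3.61 and 3.44). The ratios in the paper's Table 3 to hyperplastic glands (the paper's 0.29, 0.31 and 0.18) lie near those here (0.281, 0.255 and 0.182), and the folds in its text lie near its column of hyperplastic over virgin glands. For Cnn2 the paper's Table 3 gives 2.54 over Neu-induced tumors and the clone of smallest adjusted p here 4.04 (4.05, 4.06 and 4). The other clone, which passes the thresholds of both comparisons, has 2.67, and 2.54 by arithmetic means, so for that clone there is no difference, and the folds of both clones in the paper's text are near those here.

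The paper finds the epithelial markers not different between hyperplastic and virgin glands; here none reached its P under 0.001 either, so at that threshold there is no difference. By limma at adjusted p under 0.05, Krt19 was 1.88-fold higher (adjusted p = 0.0425, P = 0.02) and 1 of 2 Cnn2 clones 1.29-fold higher (adjusted p = 0.0453, P = 0.0086), while Cnn1 (adjusted p = 0.783) and the other Cnn2 clone (adjusted p = 0.186) did not pass. Over the wider luminal and myoepithelial lists, hyperplastic glands were 1.31-fold higher (exact permutation p = 0.0013, the smallest the splits allow), and all 7 lay above every virgin gland. The paper finds Kit alike in virgin and hyperplastic glands; here it was 1.69-fold higher in hyperplastic glands by limma (adjusted p = 0.019), and did not reach P under 0.001 (P = 0.0068), so this too depends on the threshold. The paper places caveolin 1 below Neu-induced tumors as well; here its clones were 3.06-fold, 3.67-fold and 2.98-fold higher, and the ratios in the paper's Table 3 are also above Neu-induced tumors for 3 clones. The paper calls Apod and Wnt5a above hyperplastic glands at P under 0.001; here P was 0.021 and 0.024, and limma called both. Of 30 matched genes of the paper's p53 null list, itself partial, 29 had its direction and 6 reached P under 0.001 here. The paper lists Ccnd2, Myb, Bcl11a and Rb1 among p53 null differences at that P; none passed it here, with P of 0.0014 for Ccnd2 and 0.0021 for Rb1. The paper gives Bnip3 as lower than in Neu-induced tumors at that P; here P was 0.0011, and limma called it lower (adjusted p = 0.00367).

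The paper's tree parts Wnt-1-induced from Neu-induced tumors at its first branch; here the first branch set apart a single Wnt-1-induced tumor (index -0.027), while with 500 clones or complete linkage, both set before the data were examined, the first branch followed the oncogene (index 1), and with all clones, also set before, it did not (index -0.027). The paper finds more genes differing by Ha-Ras status than expected by chance; here 12 clones passed where chance gives 15.4. The paper finds the average fold much smaller for Ha-Ras and p53 null tumors than between the oncogenes; here the median absolute fold at its threshold was 1.3 for Ha-Ras, 1.46 for p53 null and 1.47 between the oncogenes. These are medians over clones past a threshold on P, which smaller folds pass where more tumors are compared, so they do not weigh the effects on equal terms with the paper's average.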

Other observations

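No test in this part was chosen after its result was seen, but the patterns tested were picked after the list calls and counts were seen. Macrophage genes were lower in Wnt-1 lung metastases than in primary tumors (6 of 21 fell, none rose, camera adjusted p = 0.000212, adjusted p = 0.203 with an estimated correlation), with Folr2 at a ratio of 0.473 and the monocyte receptor Ccr2 at 0.364. Extracellular matrix genes were lower too (6 of 22 fell, camera adjusted p = 0.0022, adjusted p = 0.284 with an estimated correlation), and the collagen-binding Lum was 12.9-fold lower.

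Between Wnt-1-induced and Neu-induced tumors, lists not called by camera were lymphocyte (5 rose, 1 fell of 25, adjusted p = 0.309), macrophage (7 rose, 2 fell of 21, adjusted p = 0.331), p53 targets (7 rose, 2 fell of 16, adjusted p = 0.162), Ras and MAPK feedback targets (3 rose, 3 fell of 13, adjusted p = 0.843) and lung epithelium (5 rose, 4 fell of 17, adjusted p = 0.843). The epithelial markers the paper names were called (3 of 3 rose, adjusted p = 1.76e-05, and 0.00141 with an estimated correlation), but the list is Krt19, Cnn1 and Cnn2, and the paper gives both calponins as higher in the same tumors, so the call is not independent evidence.

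Of the clones lower in hyperplastic than in virgin glands, less fat tissue in the hyperplastic glands may explain a part. Within the groups, the lower clones that are at least 3-fold higher in fat had a median correlation with the array's adipocyte list mean of 0.512 (365 clones, permutation p = 0.0017), and the other lower clones 0.552 (584 clones, permutation p = 0.014). Clones higher in hyperplastic glands had -0.225 and all clones 0.048. Both sets go with fat content, so a change within cells of one type is not shown for either. Changes in other stromal cells stay open as untested.

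Other splits of the same samples tested whether chance can give the counts. Chance can be excluded for Wnt-1-induced against Neu-induced tumors (6692 clones, highest other 3151), hyperplastic against virgin glands (3367, highest other 607), tumors against hyperplastic glands (6411, highest other 716), Neu-induced tumors against virgin glands (8023, highest other 4395), fat (8194, highest other 2120) and p53 null tumors (39, highest other 1, and 133, highest other 48, at the paper's threshold), with 1 of 100 splits in each case, the real one. It cannot be excluded for Ha-Ras status at the paper's threshold, where 29 of 100 splits gave at least the 12 clones (highest other 99). By limma 0 clones were called, 662 at an unadjusted p under 0.05, so all 100 of 100 splits give at least as many by construction (highest other 2), which says nothing about chance.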
